# Hepatic lysosomal acid lipase overexpression worsens hepatic inflammation in mice fed a Western diet

**DOI:** 10.1016/j.jlr.2021.100133

**Published:** 2021-10-05

**Authors:** Michael W. Lopresti, Wenqi Cui, Breann E. Abernathy, Gavin Fredrickson, Fanta Barrow, Arnav S. Desai, Xavier S. Revelo, Douglas G. Mashek

**Keywords:** cholesterol/cell and tissue, dietary fat, inflammation, lipase/hepatic, liver, NAFLD, lysosomal acid lipase, autophagy, immune infiltration, CE, cholesteryl ester, DE, differentially expressed, FPC, fructose, palmitate, and cholesterol, GO, Gene Ontology, IPA, ingenuity pathway analysis, iWAT, inguinal white adipose tissue, KC, Kupffer cell, LAL, lysosomal acid lipase, LD, lipid droplet, Mo/MF, monocyte-derived macrophage, NAFLD, nonalcoholic fatty liver disease, NK, natural killer, RNA-Seq, RNA sequencing, SFA, saturated FA, TAG, triacylglycerol, TEM, transmission electron microscope

## Abstract

Nonalcoholic fatty liver disease (NAFLD) is characterized by the accumulation of lipid droplets in hepatocytes. NAFLD development and progression is associated with an increase in hepatic cholesterol levels and decreased autophagy and lipophagy flux. Previous studies have shown that the expression of lysosomal acid lipase (LAL), encoded by the gene *LIPA*, which can hydrolyze both triglyceride and cholesteryl esters, is inversely correlated with the severity of NAFLD. In addition, ablation of LAL activity results in profound NAFLD. Based on this, we predicted that overexpressing *LIPA* in the livers of mice fed a Western diet would prevent the development of NAFLD. As expected, mice fed the Western diet exhibited numerous markers of NAFLD, including hepatomegaly, lipid accumulation, and inflammation. Unexpectedly, LAL overexpression did not attenuate steatosis and had only minor effects on neutral lipid composition. However, LAL overexpression exacerbated inflammatory gene expression and infiltration of immune cells in mice fed the Western diet. LAL overexpression also resulted in abnormal phagosome accumulation and lysosomal lipid accumulation depending upon the dietary treatment. Overall, we found that hepatic overexpression of LAL drove immune cell infiltration and inflammation and did not attenuate the development of NAFLD, suggesting that targeting LAL expression may not be a viable route to treat NAFLD in humans.

Lysosomal acid lipase (gene = *LIPA*, protein = LAL) is the only identified lipase in the lysosome and plays a key role in lipid metabolism. Triacylglycerols (TAGs) and cholesteryl esters (CEs) hydrolyzed in lysosomes are derived from two pathways: the endocytosis of circulating lipoproteins or the autophagic engulfment of lipid droplets (LDs), the latter of which is termed lipophagy (1, 2). Released FAs are largely effluxed via lysosomal exocytosis and reuptaken as needed (3), whereas cholesterol is transported out of the lysosome via the NPC1/2 proteins (4). Cholesterol produced via LAL plays a key role in regulating cellular cholesterol synthesis by inhibiting SREBP2 activation (5).

Deficiency or loss of *LIPA* leads to cholesteryl ester storage disease or Wolman disease, respectively (6). Cholesteryl ester storage disease is characterized by an enlarged fatty liver, hypercholesterolemia, and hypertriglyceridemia, whereas Wolman disease is fatal for humans early in life. Whole-body knockout of *Lipa* in mice results in accumulation of lipids in autophagosomes, severe hepatomegaly, fatty liver, and increased cholesterol synthesis (5, 7, 8). Furthermore, liver-specific KO promotes hepatic inflammation and lipid accumulation (9). However, hepatocyte-specific expression of human *LIPA* in a whole-body mouse KO model is able to rescue liver inflammation and ameliorate KO-induced effects in peripheral tissues (10), indicating that hepatic LAL expression is a key player in regulating whole-body metabolism.

Serum LAL activity has repeatedly been shown to decrease with the development of nonalcoholic fatty liver disease (NAFLD) (11, 12) and is correlated with reduced hepatic LAL activity (13). In addition to reduced LAL expression, autophagy as a whole is downregulated in response to various high-fat diet models (14, 15), in part because of inhibition of autophagic flux (16) and the prevention of acidification of lysosomes (17). Recent work also identifies lipophagy inhibition in clinical samples of NAFLD patients (18), leading some to suggest testing LAL replacement therapy as a potential treatment for diet-induced liver disease (19). A mouse model of LAL overexpression in adipose tissue prevented diet-induced weight gain and lowered circulating cholesterol (20). However, the potential impacts of liver-specific overexpression of LAL are unknown.

During the development of NAFLD, lipid accumulation leads to hepatocyte ballooning and apoptosis (21). In response, Kupffer cells (KCs), the resident macrophages in the liver, encircle the dying cells to degrade them, forming crown-like structures that accumulate cholesterol, resulting in a phenotypic change that recruits other immune cells and promotes inflammation (22, 23, 24). As this occurs, the KC pool is depleted and recruited monocytes fill the niche, but these monocyte-derived replacements are more inflammatory than KCs (25, 26). B cells are also recruited to the liver, where they drive inflammation and fibrogenesis (27). Multiple studies have demonstrated that preventing this recruitment of additional immune cells or removal of KCs slows the progression of NAFLD, indicating that immune cell infiltration is a key step in disease progression (27, 28, 29, 30, 31).

As the dysregulation of lipid metabolism is a driving force in NAFLD, we examined whether the hepatic overexpression of human *LIPA* could protect mice from developing NAFLD on a Western diet. In contrast to expectations, these studies revealed that LAL overexpression exacerbated NAFLD and the associated proinflammatory phenotype.

## Materials and methods

### AAV creation

pAAV.TBG.PI.eGFP.WPRE.bGH was a gift from James M. Wilson (Addgene; plasmid 105535). The *LIPA* gene, which codes for human LAL, was cloned into this plasmid to replace enhanced GFP. A similar system has previously been used to overexpress a transgene specifically in hepatocytes (32). The GFP and *LIPA* containing plasmids were packaged in AAV8 viral particles by the University of Minnesota Viral Vector and Cloning Core.

### Mice and diets

Seven-week-old male and female C57BL/6J mice were purchased from Jackson Laboratories and housed under controlled temperature (22°C) and lighting conditions (14:10 h light-dark cycle). To promote NAFLD, we used a high-fat diet with additional fructose, palmitate, and cholesterol (FPC) diet (33). Purified diet (TD.94048) and FPC diet (TD.190142) were purchased from Envigo (Indianapolis, IN). Mice fed the FPC diet also received fructose-glucose water (23.1 g/l d-fructose and 18.9 g/l d-glucose). Mice were acclimatized for 1 week prior to retroorbital injections with 5e^11^ viral copies/mouse of AAV harboring GFP or *LIPA*. After 1 week, dietary treatments were initiated for 16 weeks, and body weights were collected weekly. At week 17, mice were sacrificed following a 4 h fast, and tissues were collected. All animal protocols were approved by the University of Minnesota Institutional Animal Care and Use Committee.

### Lysosomal lipase activity assay

Biological samples (tissue lysate or serum) were added to 200 μM 4-methylumbelliferyl oleate in 100 mM acetate buffer, pH 4, with 1% Triton X-100. Fluorescence (excitation/emission = 320/460 nm) was measured for 3 h, and enzymatic activity was determined by comparing to a standard curve of 4-methylumbelliferone. Tissue lysate samples were normalized to total protein, and serum samples were normalized per volume.

### Western blotting

Liver, inguinal white adipose tissue (iWAT), and heart tissue were homogenized in RIPA buffer containing protease and phosphatase inhibitors and clarified. Protein concentration was determined via BCA assay (Thermo Fisher Scientific, Waltham, MA; 23225). Ponceau staining was used as a protein loading control, representative images are shown in figures, but the entire lane was used for quantification. Antibodies used were LAL (Origene, Rockville, MD; TA309730), CD45 (Abcam, Cambridge, United Kingdom; ab10558), F4/80 (Abcam, Cambridge, United Kingdom; ab74383), Phospho-ULK1 (Cell Signaling Technology, Danvers, MA; 6888), ULK1 (Cell Signaling Technology, Danvers, MA; 8054), Atg5 (Cell Signaling Technology, Danvers, MA; 12994), and LC3 (MBL International Corporation, Woburn, MA; PM036).

### Imaging and staining

Livers were preserved in formaldehyde and then paraffin embedded for H&E and PicroSirius Red staining. For Oil Red O staining, liver samples were preserved by OCT. All staining and sectioning were done by the University of Minnesota Histology Core. LD size analyses were performed using a CellProfiler pipeline to analyze H&E images and Oil Red O stain (34). Images were collected from liver sections from three mice per group, providing 2–6 images per liver for CellProfiler analyses. LDs with a diameter smaller than 2.75 μm were unable to be reliably quantified and were excluded as well as objects with a compactness >2 or eccentricity >0.94. PicroSirius Red stain was imaged using polarized light and quantified using a CellProfiler pipeline on images excluding central veins and portal triads.

### Lipid quantification

Total hepatic lipids were extracted using chloroform:methanol (2:1), dried under nitrogen gas, and quantified gravimetrically. Free cholesterol (for both males and females) and CE (for females) were determined enzymatically (35). TAG, CE, free cholesterol, and FA composition of TAG/CE for male mice were quantified via gas chromatographic analysis by the Vanderbilt University Hormone Assay and Analytical Services Core. Briefly, lipid classes are separated by thin layer chromatography using Silica Gel 60 A plates developed in petroleum ether, ethyl ether, acetic acid (80:20:1) and visualized by rhodamine 6G. TAG and CE are scraped from the plates and methylated using BF3/methanol. Gas chromatographic analysis is performed on an Agilent 7890A gas chromatograph equipped with flame ionization detectors and a capillary column (SP2380, 0.25 mm × 30 m, 0.20 μm film; Supelco, Bellefonte, PA).

### Serum metabolites

At sacrifice, blood was collected from the heart, and serum was isolated after centrifugation for 10 min at 5,000 *g*. TAG (SB-2100-430; Stanbio Laboratory, Boerne, TX), glucose (997-03001; Wako Diagnostics, Lexington, MA), ketone bodies (415-73301; Wako Diagnostics, Lexington, MA), NEFAs (999-34691; Wako Diagnostics, Lexington, MA), and cholesterol (999-02601; Wako Diagnostics, Lexington, MA) were measured using 96-well plate formats as per the manufacturer's instructions.

### RNA sequencing

RNA was isolated from liver tissue using a combined TRIzol (15596026; Invitrogen, Waltham, MA)/RNeasy kit (74004; Qiagen, Hilden, Germany) extraction and was submitted to the University of Minnesota Genomics Core for RNA sequencing (RNA-Seq) analysis. Briefly, total RNA samples were converted to Illumina sequencing libraries using Illumina's (San Diego, CA) TruSeq RNA Sample Preparation Kit (catalog no. RS-122-2001 or RS-122-2002) or stranded mRNA Sample Preparation Kit (catalog no. RS-122-2101). The libraries were then loaded onto the NovaSeq paired end flow cell, and clustering occured on board the instrument. Base call (.bcl) files for each cycle of sequencing were generated by Illumina Real-Time Analysis software. The base call files and run folders were streamed to servers maintained at the Minnesota Supercomputing Institute. Primary analysis and demultiplexing were performed using Illumina's bcl2fastq, version 2.20.

### Differential expression analysis of RNA-Seq

About 2 × 150 bp FastQ paired-end reads (n = 37.1 million average per sample) were trimmed using Trimmomatic (version 0.33) enabled with the optional “−q” command; 3 bp sliding-window trimming from 3′ end requiring minimum Q30. Quality control on raw sequence data for each sample was performed with FastQC. Read mapping was performed via Hisat2 (version 2.1.0) using the mouse genome (GRCm38) as reference. Gene quantification was done via Feature Counts for raw read counts. Differentially expressed (DE) genes were identified using the edgeR (negative binomial) feature in CLCGWB (Qiagen, Redwood City, CA) using raw read counts. We filtered the generated list based on a minimum 2× absolute fold change and false discovery rate-corrected *P* < 0.05. Data were analyzed through the use of ingenuity pathway analysis (IPA; QIAGEN, Inc, https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) (36) and the Gene Ontology (GO) database (37).

### Quantitative PCR

RNA was isolated from liver tissue using a combined Trizol/RNeasy kit extraction, as previously described. cDNA was synthesized using Superscript Vilo cDNA Synthesis Kit (Invitrogen, Waltham, MA), and quantitative PCR was performed using SYBR Green Master Mix. All data shown were normalized to Cyc1 and TATA-binding protein expression using an extended ΔCT method (38).

### Immune cell isolation

Livers were collected, and at least 1 g was homogenized in RPMI media using a gentleMACS dissociator (Miltenyi Biotech, Bergisch Gladbach, Germany). A cell pellet was obtained by differential centrifugation using a 37.5% Percoll (Sigma-Aldrich, St. Louis, MO) gradient (39). Red blood cells were removed using a lysis buffer (BioLegend, San Diego, CA), and the cells were washed before counting with a Muse cell analyzer (Millipore Sigma, Burlington, MA).

### Mass cytometry

Immune cells were stained with 5 μM cisplatin to discriminate between viable and dead cells. Cisplatin staining was quenched with maxpar cell staining buffer, and nonspecific binding was blocked with TruStain FcX Plus (BioLegend, San Francisco, CA). Staining for cell surface markers was performed with 5 μg of metal-conjugated primary antibodies for 30 min at 4°C. Cells were then fixed with 1.6% formaldehyde (Thermo Fisher Scientific, Waltham, MA) and incubated with 0.5 μM intercalator solution in Fix and Perm buffer overnight. Cells were washed, resuspended in maxpar water, and data acquired on a CyTOF2 cytometer (DVS Sciences, Sunnyvale, CA). For intracellular staining, cells were fixed and permeabilized with maxpar buffers and stained with metal-conjugated intracellular antibodies. Mass cytometry data were analyzed using Cytobank (27). Immune cells were determined as a percent of total CD45+ cells, which were normalized to Western blots for CD45 to provide the total amount of each cell type per liver sample. All reagents for the mass cytometry analysis were from Fluidigm (San Francisco, CA) unless otherwise noted.

### Electron microscopy

Samples approximately 1–2 mm^3^ were initially placed in a fixative solution of 3% paraformaldehyde, 1.5% glutaraldehyde, and 2.5% sucrose in 0.1 M sodium cacodylate buffer with 5 mM calcium chloride and 5 mM magnesium chloride (pH 7.4) and kept at room temperature for 30 min, then stored for at least 24 h at 4°C. They were rinsed in buffer (10 min, 3×) and then placed in 1% osmium tetroxide and 0.1 M sodium cacodylate buffer (pH 7.4) overnight at 4°C. Specimens were rinsed in ultrapure water (NANOpure Infinity®; Barnstead/Thermo Fisher Scientific; Waltham, MA) (10 min, 3×), en bloc stained with 1% aqueous uranyl acetate for 2 h, and rinsed in ultrapure water (10 min, 3×). They were then dehydrated in an ethanol series (25%, 50%, 75%, 95% [2×] and 100% [3×]; 20 min for each change) and embedded in Embed 812 resin (Electron Microscopy Sciences, Hatfield, PA). Ultrathin sections 80–100 nm thick were cut on a Leica Ultracut UCT microtome using a diamond knife and collected on formvar/carbon-coated copper 200-mesh grids (Electron Microscopy Sciences). They were stained with 3% aqueous uranyl acetate for 20 min, rinsed in ultrapure water (10 s, 5×), stained with Sato's triple-lead stain (40) for 3 min, and rinsed in ultrapure water (10 s, 5×). Sections were examined with a JEOL JEM1400-Plus transmission electron microscope (TEM) operating at 60 kV. Images were recorded with a Maxim DL digital capture system. TEM image quantification is based on 4–7 images collected from three mice per group.

### Statistical analyses

All data are presented as individual values overlaid with means ± SEM. Differences between groups were determined using either a two-way ANOVA followed by Turkey's post hoc test or multiple unpaired *t*-tests. Statistical significance was declared at *P* < 0.05.

## Results

### FPC diet-induced hepatomegaly was unaffected by hepatic LAL overexpression

After 16 weeks on diet (Fig. 1A), hepatic protein lysates from mice that received the *LIPA* AAV had significantly higher hepatic LAL activity (Fig. 1B) and LAL expression (Fig. 1C, D and supplemental Fig. S1A, B) when compared with groups that received the GFP AAV. No significant changes were observed in body weight gain across the male groups (Fig. 1E), although the FPC diet did significantly increase body weight gain in females (supplemental Figs. S1C and S2). Regardless of sex and LAL expression, the livers of mice on the FPC diet weighed significantly more than mice on the purified diet (Fig. 1F and supplemental Fig. S1D), though no changes in fibrosis were observed (supplemental Fig. S1H, I). While the diet did not elicit the changes in body weight originally seen by Wang *et al.* (33), the diet promoted severe hepatomegaly, resulting in a nonobesogenic NAFLD model.

**Fig. 1:**
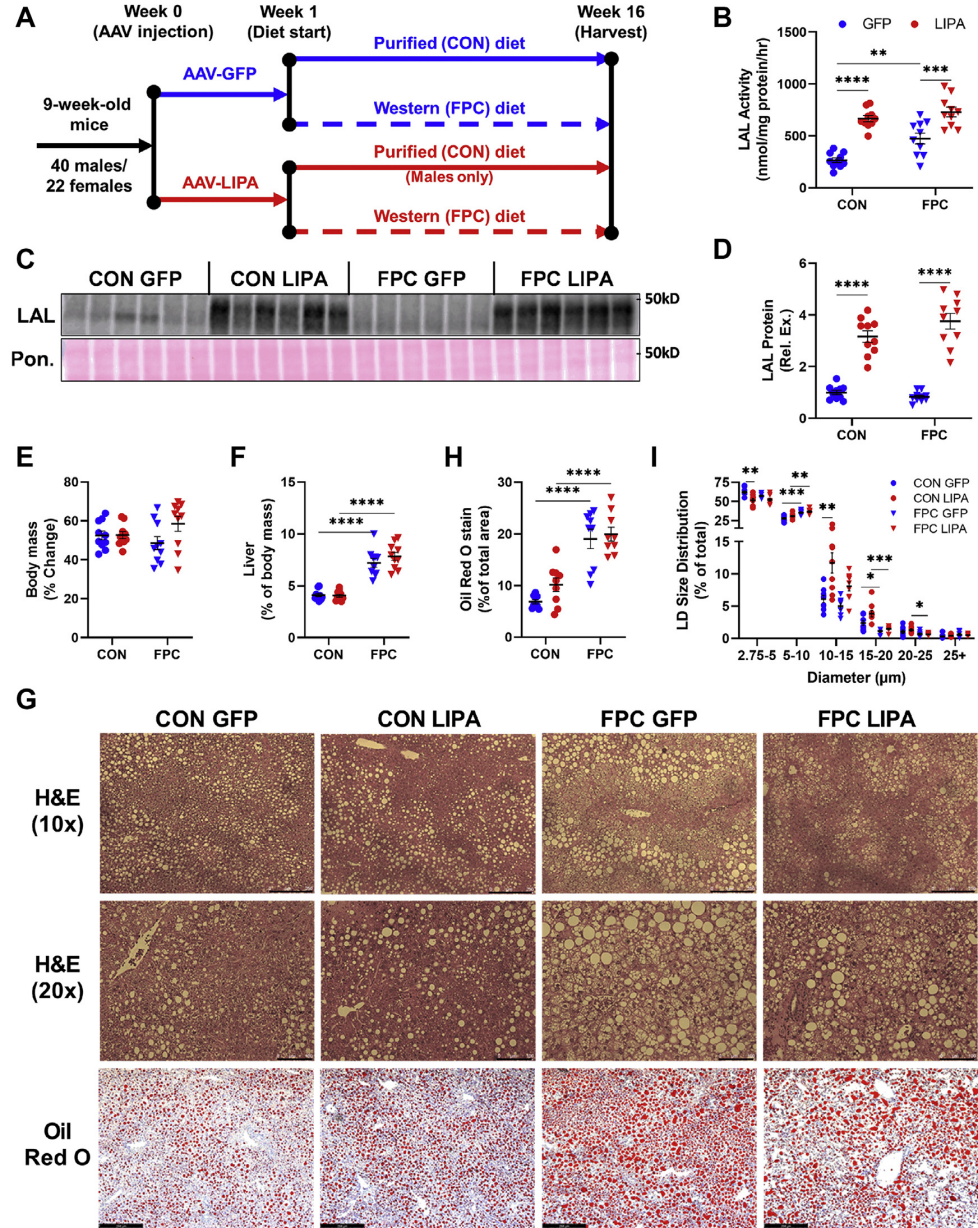
LAL overexpression alters hepatic LD size distribution. A: Experimental time line. B: Hepatic LAL activity measured via 4-MUO hydrolysis assay. C: Representative Western blot for hepatic LAL expression and (D) quantification. E: Percent body weight change from week 1 to week 16. F: Liver weights normalized to body weight. G: Representative images for H&E 10× (the scale bar represents 250 μm), 20× (the scale bar represents 100 μm) and Oil Red O (the scale bar represents 256 μm) staining for liver sections. H: Percent of total image area occupied by Oil Red O staining. I: Percent of hepatic LDs within each size group. All data shown are from male mice. Statistical comparisons are indicated by horizontal lines, and significant values are depicted as ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.005, and ∗∗∗∗*P* < 0.001. 4-MUO, 4-methylumbelliferyl oleate.

Histological staining of livers revealed variations in fat accumulation and LD populations across groups resulting from both LAL overexpression and the FPC diet (Fig. 1G–I and supplemental Fig. S1E–G). As expected, the FPC diet significantly increased the percent of total area stained by Oil Red O, though this was unaffected by LAL expression (Fig. 1H and supplemental Fig. S1F). After binning LDs by diameter and examining the percent of LDs in each size range (Fig. 1I and supplemental Fig. S1G), we observed a significant reduction in LDs with a diameter between 2.75 and 5 μm and an increase in LDs between 10 and 15 μm in the CON-*LIPA* group. While similar trends were present in FPC-fed mice, the significance was lost. This shift in LD size could indicate that LAL overexpression drives increased breakdown of smaller LDs, which are thought to be the preferred lipophagic substrates (41). These data show that while LAL overexpression did not prevent hepatomegaly or steatosis, it did have more subtle effects on hepatic LD size in mice on the control diet.

### LAL overexpression alters hepatic cholesterol stores

Measurements of total hepatic lipids further confirm that the hepatomegaly is largely the result of lipid accumulation in mice on the FPC diet and was unaltered by LAL expression in both males (Fig. 2A) and females (supplemental Fig. S3A). Hepatic TAG, CE, and free cholesterol levels rose in mice receiving the FPC diet and were largely unaffected by LAL expression (Fig. 2B–D and supplemental Fig. S3B, C).

**Fig. 2:**
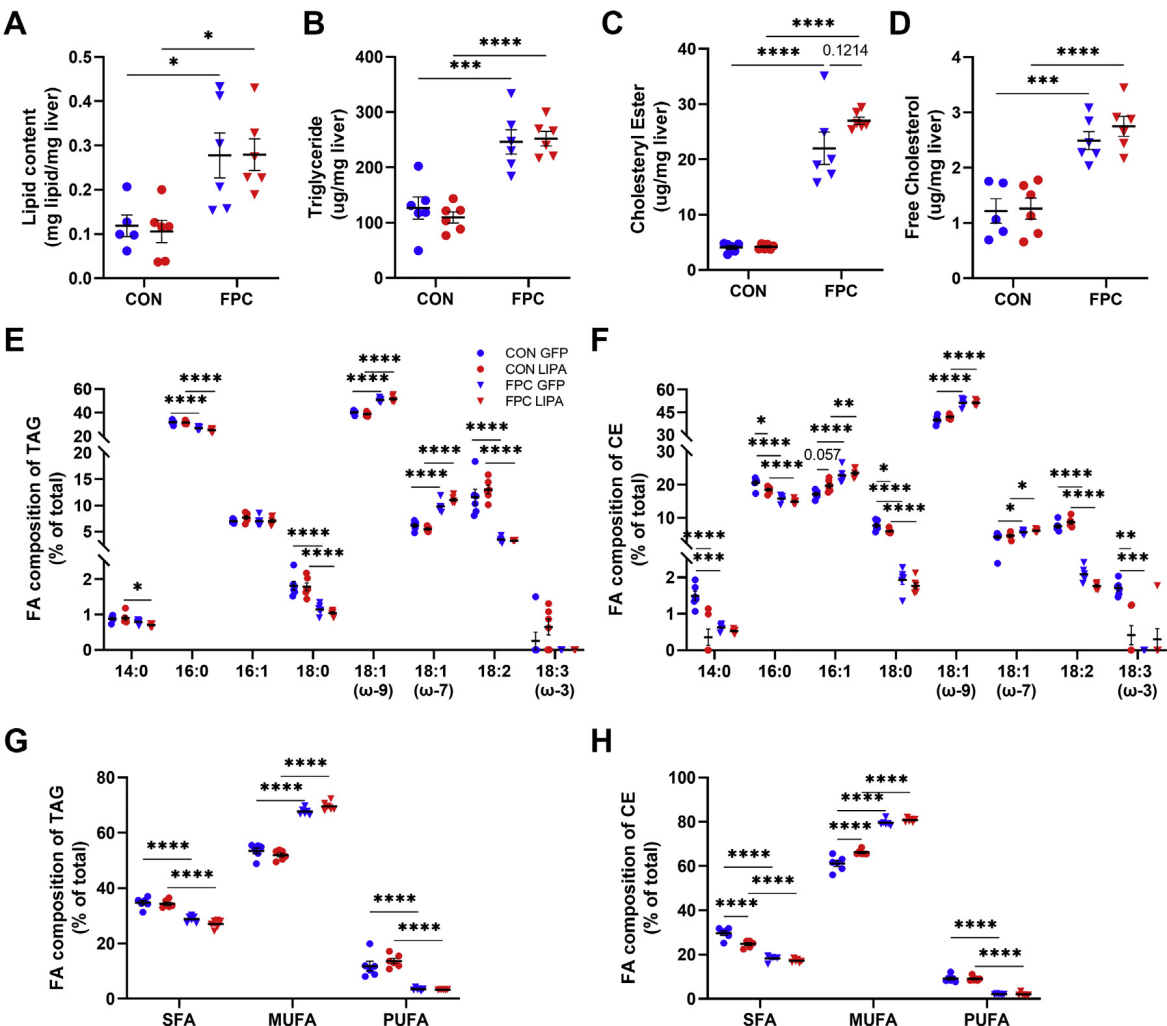
LAL overexpression modifies hepatic lipid species. A: Mass of all hepatic lipids per milligram of liver. B: Mass of triglycerides per milligram of liver. C: Mass of cholesterol per milligram of liver. D: Mass of cholesterol esters per milligram of liver. E: Percent composition of TAG pool categorized by acyl group. F: Percent composition of CE pool categorized by acyl group. G: Percent composition of the TAG pool categorized by FA type. H: Percent composition of the CE pool categorized by FA type. All data shown are from male mice. Statistical comparisons are indicated by horizontal lines, and significant values are depicted as ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.005, and ∗∗∗∗*P* < 0.001.

In addition to measuring total lipid levels, we analyzed the acyl chains present in both TAG and CE in the male mice (Fig. 2E, F). Significant changes were observed in the composition of TAG acyl groups in response to the FPC diet (Fig. 2E), with increases in 18:1 (ω-9) and 18:1 (ω-7) and decreases in 16:0, 18:2, and 18:0. However, no significant changes because of LAL expression were observed. In contrast, the acyl groups stored in CE were significantly altered in response to the FPC diet and to LAL overexpression alone (Fig. 2F). The FPC diet, regardless of LAL expression, significantly increased 16:1, 18:1 (ω-9), and 18:1 (ω-7), whereas 16:0, 18:0, and 18:2 were reduced. Notably, the pools of CE containing saturated FAs (SFAs) 14:0, 16:0, and 18:0 were all significantly reduced with LAL overexpression on the control diet, whereas there was a trend for increased 16:1. However, these LAL-driven changes in the CE pool disappeared on the FPC diet.

To better visualize the changes in FA partitioning, we sorted these data into SFA, MUFA, and PUFA for both the TAG and CE pools (Fig. 2G, H). The changes in mole percent of TAG composition in mice on FPC diet are similar to those seen in humans with NAFLD (Fig. 2G) (42), whereas LAL overexpression reduced the percent of CE containing SFA and increased MUFA on the control diet (Fig. 2H). As with the changes in LD size distribution, this change was lost in mice on the FPC diet.

### LAL overexpression and FPC diet promote changes in the heart and adipose depots

As liver LAL expression plays a key role in regulating metabolic changes throughout the body, we measured the weights of the heart, iWAT, and gonadal white adipose tissue, as well as the concentrations of several serum metabolites (Fig. 3 and supplemental Fig. S3D–K). Heart mass was significantly reduced in male and female mice on the FPC diet with LAL overexpression when compared with the FPC-GFP control (Fig. 3A and supplemental Fig. S3D). We were unable to identify any previously reported heart-specific phenotypes in *Lipa* KO models outside atherosclerosis-based studies, although polymorphisms in *LIPA* that increase expression are associated with impaired endothelial function and increased susceptibility to coronary artery disease (43).

**Fig. 3:**
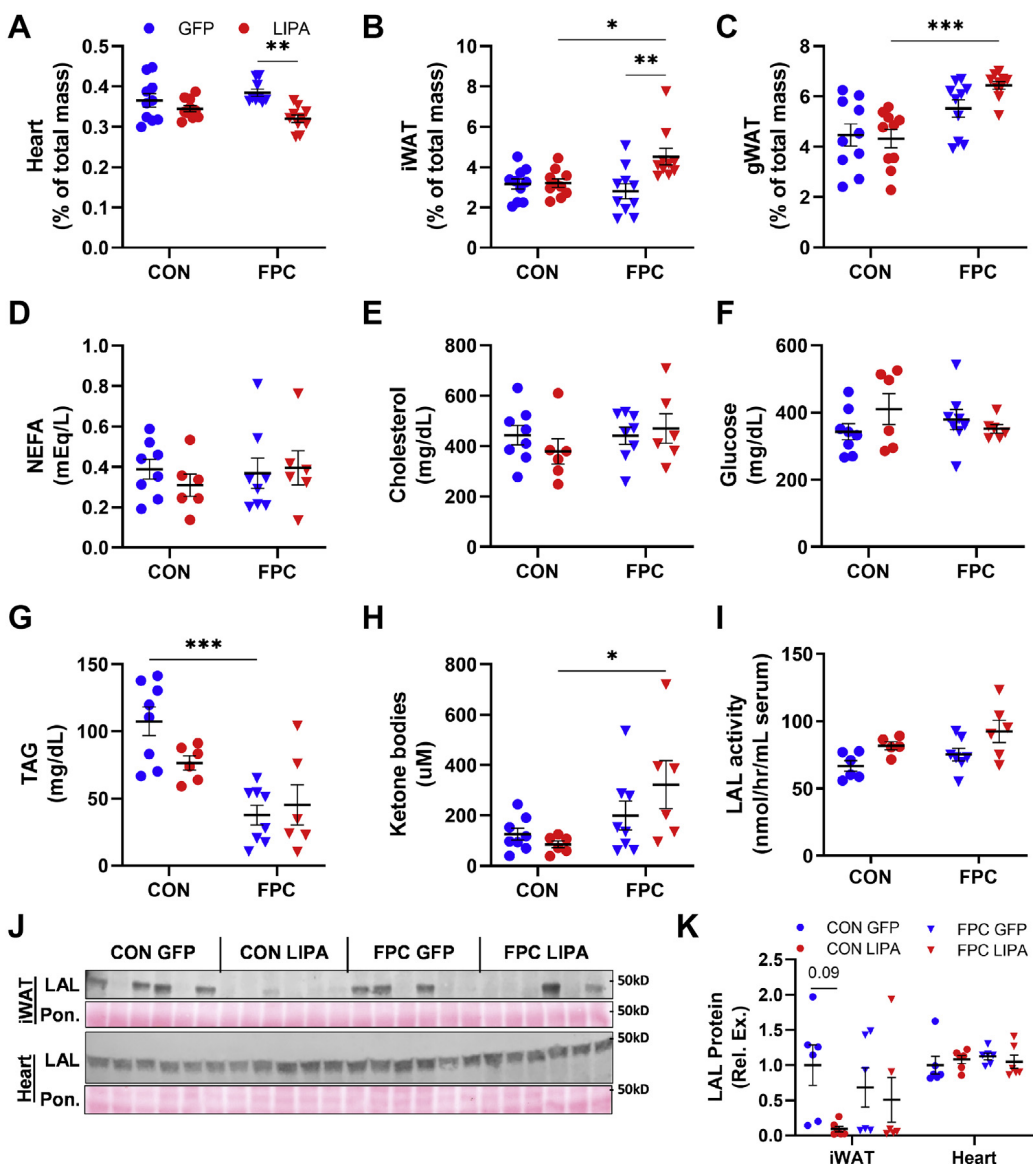
Whole-body treatment effects. Weights for (A) heart, (B) inguinal WAT, and (C) gonadal WAT normalized to body weight. Serum levels for (D) NEFA, (E) cholesterol, (F) fasting glucose, (G) TAG, and (H) ketone bodies. I: Serum LAL activity measured via 4-MUO hydrolysis assay. J: Western blots and (K) quantification for LAL expression in iWAT and heart tissue. All data shown are from male mice. Statistical comparisons are indicated by horizontal lines and significant values are depicted as ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.005, and ∗∗∗∗*P* < 0.001. 4-MUO, 4-methylumbelliferyl oleate.

iWAT depots from male mice in the FPC-*LIPA* group were significantly larger than those in the CON-*LIPA* and FPC-GFP groups (Fig. 3B). However, gonadal white adipose tissue depots did not exhibit the same trend, with only the *LIPA* groups showing a significant increase on the FPC diet (Fig. 3C). Despite differences in body weight, female mice did not have any significant differences in WAT depots (supplemental Fig. S3E, F).

No significant changes from LAL expression in serum NEFA, cholesterol, or fasting glucose levels were observed in male mice, whereas female mice had a significant increase in serum cholesterol in response to the FPC diet (Fig. 3D, F and supplemental Fig. 3G–I). In both sexes, serum TAG was significantly reduced in mice that were fed FPC diet, but no differences were observed in the LAL overexpression group (Fig. 3G and supplemental Fig. S3J). Ketone bodies were elevated in the LAL overexpression group in male mice fed the FPC diet (Fig. 3H) but were unchanged in females (supplemental Fig. S3K). As LAL is released with lysosomal exocytosis, we also measured serum LAL activity (Fig. 3I and supplemental Fig. S3L) to determine whether increased hepatic LAL impacted circulating LAL but found that it was not significantly changed across groups regardless of sex. Furthermore, LAL protein abundance in heart and iWAT tissue was measured in male mice (Fig. 3J, K). No significant differences were identified between groups, although there was large mouse to mouse variation in iWAT LAL expression levels. These data indicate that hepatic LAL overexpression does not result in increased LAL throughout the body and does not have a major effect on adiposity or serum metabolites.

### LAL overexpression alters the hepatic transcriptome

To further investigate the effect of both the FPC diet and LAL overexpression on changes in the hepatic transcriptome, RNA-Seq analysis was conducted. 

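RNA from 18 livers was sequenced, 6 in each of the CON-GFP, FPC-GFP and FPC-LIPA groups, with 1 library per mouse. The GFP and LIPA mice had received adeno-associated virus carrying GFP or human LIPA, and their livers were collected after 16 weeks of diet and a 4 h fast. The authors trimmed the reads with Trimmomatic, mapped them with Hisat2 to GRCm38 and counted them on genes with Feature Counts. The deposited values are these raw counts for 55487 genes, without normalization. Total counts per library ranged from 17741598 to 33588153 in CON-GFP (median 28428247), from 17813507 to 31134367 in FPC-GFP (median 29486296.5) and from 16632146 to 37739301 in FPC-LIPA (median 27805019.5). The mean over the 18 libraries was 28.0 M reads counted on genes, which is the depth behind the values given here, and the paper states a mean of 37.1 M sequenced reads per sample. Another 5 columns of counts were not used here. In each comparison the 12 libraries of its groups were fitted alone. Genes with low counts were removed with edgeR's filterByExpr function, libraries were scaled by TMM, and genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes were called differentially expressed (DE) at the paper's thresholds, an absolute fold change of at least 2 and an adjusted p under 0.05. Errors beside log2 fold changes are standard errors (SE), and counts per M (CPM) are scaled by TMM over all 18 libraries and given as mean ± SD (n = 6 mice). Both comparisons use the same 6 FPC-GFP libraries, so noise in these libraries enters both with opposite signs.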

Since our primary focus was on testing if LAL overexpression could remedy NAFLD, we conducted RNA-Seq analysis on livers from the CON-GFP, FPC-GFP, and FPC-*LIPA* groups to validate the effects of the FPC diet and to determine the effects of *LIPA* within the NAFLD-promoting FPC diet in male mice. There were 1,335 DE genes between the CON-GFP and FPC-GFP groups (Fig. 4A) and 1,879 between the FPC-GFP and FPC-*LIPA* groups (Fig. 4B). 

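Between FPC-GFP and CON-GFP, 14307 genes were tested and 1030 were DE, of which 681 were higher and 349 were lower in FPC-GFP. The smallest adjusted p was 5.02e-07 (edgeR quasi-likelihood test). In 556 of the DE genes the 6 FPC-GFP libraries did not overlap with the 6 CON-GFP libraries. Over all tested genes 1517 had no overlap, where chance gives 0.216% of genes. Between FPC-LIPA and FPC-GFP, 14620 genes were tested and 1671 were DE, of which 1508 were higher and 163 were lower in FPC-LIPA. The smallest adjusted p was 0.00790 (edgeR quasi-likelihood test), and 519 of the DE genes and 1107 of the tested genes had no overlap between the groups. Protein-coding genes made up 887 of the DE genes in the diet comparison and 1281 in the LIPA comparison. A further 196 DE genes of the LIPA comparison were processed pseudogenes, 189 of them higher, and their reads are hard to tell from those of their parent genes. Among the alternatives the threshold moved the counts most. Leaving out 1 library of each group took the LIPA count lower in some fits, to as few as 0. At an adjusted p under 0.01 there were 686 DE genes in the diet comparison and 53 in the LIPA comparison, and with no fold change minimum there were 3410 and 3102. Scaling by library size alone gave 1279 DE genes in the diet comparison (1054 higher, 225 lower), 906 of them among the 1030, and 1016 in the LIPA comparison (892 higher, 124 lower). That scaling moves the median log2 fold change of all tested genes by 0.20 in the diet comparison and by -0.13 in the LIPA comparison. Libraries with sample sheet numbers from 55 to 68 gave 767 and 96 DE genes, and the other libraries (CON-GFP 1 and 2, FPC-GFP 20 and FPC-LIPA 37) are too few for a value of their own. With each library left out in turn, the diet comparison gave from 857 to 1148 DE genes. The LIPA comparison gave from 856 (without FPC-LIPA 36) to 2612 (without FPC-LIPA 33), with 902 without FPC-LIPA 37, 950 without FPC-LIPA 39, 1026 without FPC-GFP 20, 1028 without FPC-GFP 11 and 1049 without FPC-GFP 12.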

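Among DE genes without overlap and with a mean of at least 1 CPM, the largest increase in FPC-GFP against CON-GFP was that of Cyp2a4 (ENSMUSG00000074254, GRCm38 chromosome 7, 26307169 to 26315088), a cytochrome P450 gene. Its level was 2.20 ± 2.44 CPM in CON-GFP and 126 ± 117 CPM in FPC-GFP, a log2 fold change of 5.84 (SE 0.85, adjusted p = 0.000474, edgeR quasi-likelihood test), although reads of its paralogs could have been counted on it. Fam83a (ENSMUSG00000051225, chromosome 15, 57985419 to 58011009) followed with a log2 fold change of 4.56 (SE 0.48) and Ly6d (ENSMUSG00000034634, chromosome 15, 74762056 to 74763620) with 3.84 (SE 0.58). The largest decreases were in Mup-ps20 (ENSMUSG00000084309), a major urinary protein pseudogene with a log2 fold change of -7.02 (SE 1.05), Gm10804 (ENSMUSG00000075025) with -4.82 (SE 0.49) and Clec2h (ENSMUSG00000030364) with -4.58 (SE 0.50). The means of these 3 genes in FPC-GFP were at most 0.248 CPM (Clec2h), and in CON-GFP 3 Gm10804 had 1.49 CPM against 6.00 to 9.45 CPM in the other CON-GFP libraries. Reads of other genes of the major urinary protein family could have been counted on Mup-ps20. In FPC-LIPA against FPC-GFP, the largest increases were in the processed pseudogenes Rpl17-ps3 (ENSMUSG00000113948, log2 fold change 3.79, SE 0.64) and Gm8623 (ENSMUSG00000062458, 3.78, SE 0.88) and in the small nucleolar RNA gene Snord118 (ENSMUSG00000064899, 3.77, SE 0.81). Gm8623 had 11.6 CPM in FPC-LIPA 37 and at most 1.22 CPM in the other FPC-LIPA libraries, and reads of Rpl17 could have been counted on Rpl17-ps3. The largest decrease was in Cyp4a12b (ENSMUSG00000078597, chromosome 4, 115411624 to 115439034), from 28.2 ± 13.5 to 6.40 ± 3.42 CPM, a log2 fold change of -2.13 (SE 0.40, adjusted p = 0.0110, edgeR quasi-likelihood test). Hspd1-ps3 (ENSMUSG00000058809) had a log2 fold change of -1.63 (SE 0.25) and Cyp4a12a (ENSMUSG00000066071), a paralog with which Cyp4a12b could share reads, of -1.60 (SE 0.32).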

IPA revealed that the most significantly changed pathways as a result of the FPC diet were related to immune infiltration, hepatic fibrosis, stellate cell activation, and inflammation (Fig. 4C). These changes were largely expected as they are associated with the development of NAFLD. 

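The gene sets of IPA were not used here, and lists of marker genes and Reactome pathways were tested in their place with limma's camera test, which asks whether the genes of a set change more than the other genes. Of 15 genes of fibrosis and stellate cells, 14 were tested in FPC-GFP against CON-GFP, 12 were higher and 7 were DE and higher, with a median log2 fold change of 1.11 (adjusted p = 3.49e-06 over 22 lists, camera). All 8 Kupffer cell genes were tested, 7 were higher and DE, and the median was 1.12 (adjusted p = 8.07e-08). Of 10 monocyte and macrophage genes, 9 were higher and 7 were DE and higher, with a median of 1.37 (adjusted p = 1.28e-06). The mean log2 CPM of each of these 3 lists was higher in every FPC-GFP library than in every CON-GFP library. CON-GFP livers already express 13 of the fibrosis genes, 8 of the Kupffer cell genes and 6 of the monocyte and macrophage genes at a mean of at least 1 CPM, and 2 genes of the last list are also in Fig. 4F or Fig. 4G, which were drawn from these libraries. For these lists the alternative that moved the result most was camera with an estimated correlation between genes, under which the adjusted p was 0.130 for fibrosis, 0.132 for monocytes and macrophages and 0.103 for Kupffer cells. Libraries with sample sheet numbers from 55 to 68 gave medians of 0.96 for fibrosis, 1.02 for Kupffer cells and 1.30 for monocytes and macrophages. Under fry, a self-contained set test, the adjusted p of the 3 lists was at most 0.000735, and all 105 Reactome pathways called by camera in the diet comparison also passed, against 14 of the 48 called in the LIPA comparison. Under the estimated correlation no list passed in either comparison. Among 856 Reactome pathways, 72 of the 105 called were higher, among them ECM proteoglycans (median log2 fold change 0.57, 37 of 45 genes higher, adjusted p = 1.99e-07, camera), Extracellular matrix organization (0.43, 135 of 178 genes higher, adjusted p = 1.39e-06) and Integrin cell surface interactions (0.47, 45 of 62 genes higher, adjusted p = 4.59e-06). The smallest adjusted p were among the 33 called lower. These included Peptide chain elongation (median -0.49, 83 of 84 genes lower, adjusted p = 1.05e-17, camera) and Respiratory electron transport (-0.39, 67 of 75 genes lower, adjusted p = 3.80e-10).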

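Col1a1 (ENSMUSG00000001506, GRCm38 chromosome 11, 94936224 to 94953042), which encodes a chain of type I collagen, rose from 3.76 ± 1.40 CPM in CON-GFP to 13.7 ± 2.34 CPM in FPC-GFP, a log2 fold change of 1.84 (SE 0.23, adjusted p = 0.000200, edgeR quasi-likelihood test). Col3a1 (ENSMUSG00000026043) rose from 20.7 ± 6.43 to 46.4 ± 7.92 CPM, a log2 fold change of 1.15 (SE 0.20). Dcn (ENSMUSG00000019929), the fibrosis gene with the highest level, had a log2 fold change of -0.03 (SE 0.13), within its error. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321), a lysozyme gene of myeloid cells, rose from 49.7 ± 14.9 to 136 ± 67.4 CPM, a log2 fold change of 1.44 (SE 0.27, adjusted p = 0.00229, edgeR quasi-likelihood test). The macrophage genes Csf1r (ENSMUSG00000024621) and Cd5l (ENSMUSG00000015854) had log2 fold changes of 1.39 (SE 0.22) and 1.52 (SE 0.20). Apart from Dcn, each of these genes was higher in all 6 FPC-GFP libraries than in any CON-GFP library.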

DE gene lists also underwent GO analysis, which revealed similar increases in immune pathways related to leukocyte activation and inflammation (supplemental Fig. S4A–C).

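GO terms were not used here, and pathways and cell markers of the same topics are given in their place. In FPC-GFP against CON-GFP, 52 of 68 genes of the Reactome pathway Fcgamma receptor dependent phagocytosis were higher (median log2 fold change 0.27, adjusted p = 1.24e-05, camera). Interleukin-2 signaling had 25 of 35 genes higher (median 0.20, adjusted p = 0.0348), and Toll-Like Receptors Cascades had 63 of 100 (median 0.10, adjusted p = 0.0706). The last passed only under fry (adjusted p = 0.00149). As lists, markers of lymphocytes and neutrophils did not pass the threshold, and the median log2 fold change was 0.12 for 6 B cell genes (adjusted p = 0.987, camera), -0.08 for 6 T cell genes (adjusted p = 0.631) and 0.24 for 3 neutrophil genes (adjusted p = 0.686). Cd4 (ENSMUSG00000023274), the T cell gene with the highest level, was DE and lower, from 2.13 ± 1.23 to 0.523 ± 0.264 CPM, a log2 fold change of -2.04 (SE 0.41, adjusted p = 0.00331, edgeR quasi-likelihood test), and the groups overlapped. Plasmacytoid dendritic cell genes had a median of 0.40 over 3 genes (adjusted p = 0.190, and 0.00300 under fry). Few of these genes are expressed in CON-GFP livers at a mean of at least 1 CPM, namely 5 of 10 B cell, 1 of 10 T cell, 1 of 8 neutrophil and 3 of 6 plasmacytoid dendritic cell genes. Ptprc (ENSMUSG00000026395, GRCm38 chromosome 1, 138062861 to 138175708), which encodes the pan-leukocyte protein CD45, was 6.26 ± 2.20 CPM in CON-GFP and 8.87 ± 2.37 CPM in FPC-GFP, a log2 fold change of 0.50 (SE 0.23, adjusted p = 0.118, edgeR quasi-likelihood test).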

**Fig. 4:**
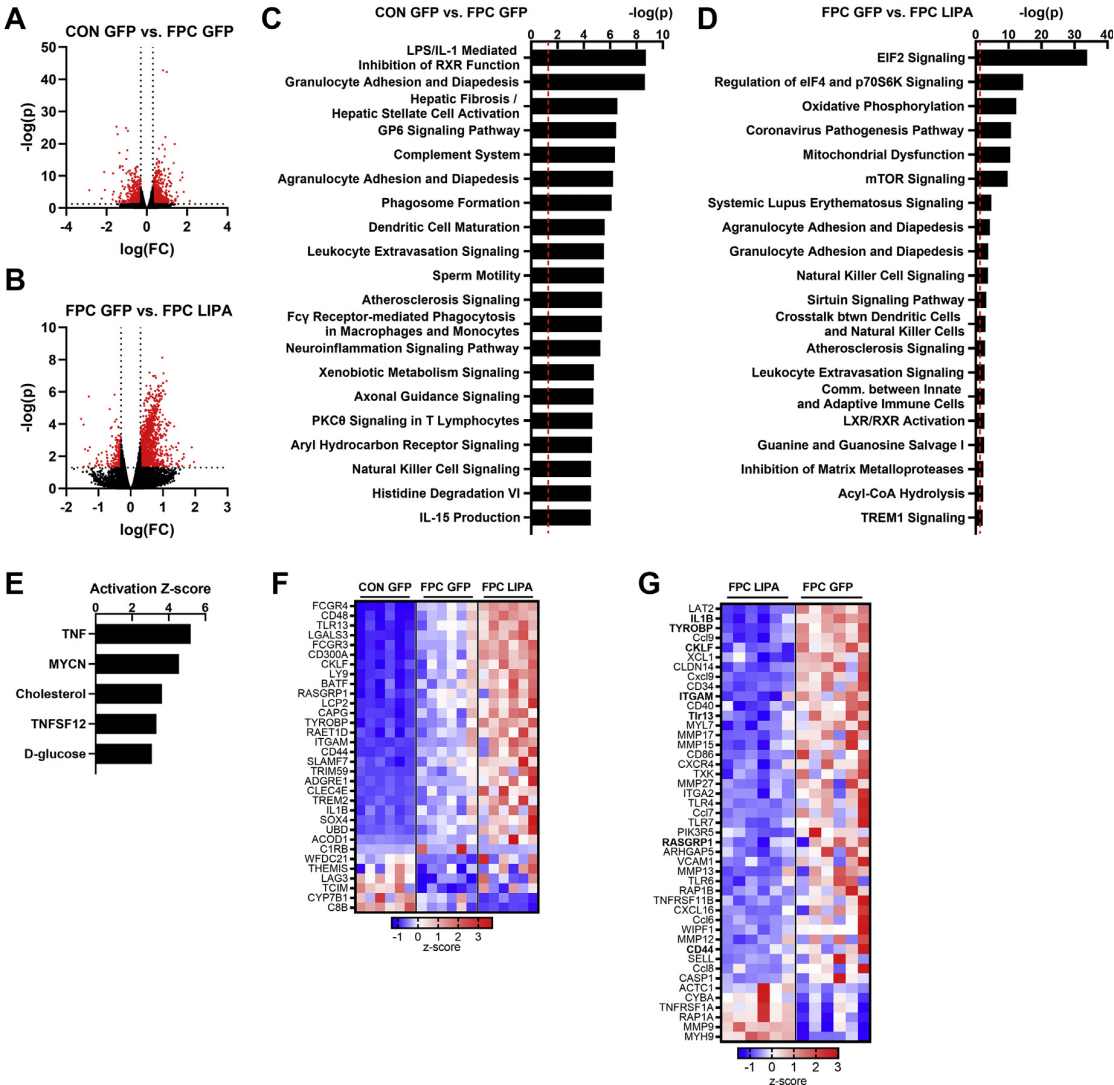
LAL overexpression altered the hepatic transcriptome. Volcano plots of differentially expressed genes when comparing (A) FPC GFP to CON GFP and (B) LIPA FPC to GFP FPC. Top canonical pathways predicted to be changed by IPA based on transcriptome changes between (C) FPC GFP to CON GFP and (D) LIPA FPC to GFP FPC. E: Top predicted upstream regulators of LIPA-induced gene changes. F: Heat map based on z-score for immune-related differentially expressed (DE) genes because of both FPC and LIPA effects. G: DE genes in the leukocyte extravasation, agranulocyte/granulocyte adhesion and diapedesis, and TREM1 signaling IPA groups. Bolded gene names in (F) are also present in (E). All data shown are from male livers. TREM1, triggering receptor expressed on myeloid cells-1.

Using IPA, we identified the top pathways altered in response to LAL overexpression in the mice fed the FPC diet (Fig. 4D). 

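All 82 tested genes of cytosolic ribosomal proteins were higher in FPC-LIPA than in FPC-GFP, and 59 were DE, with a median log2 fold change of 1.84 (adjusted p = 1.64e-25 over 23 lists, camera; 0.0337 under fry). Of 80 nuclear genes of oxidative phosphorylation, 65 were higher and 35 were DE, with a median of 0.88 (adjusted p = 9.37e-10, camera; 0.0512 under fry). Removing each library's trend on gene length moved these medians most, to 1.11 and 0.36, and no alternative reversed them. The largest set effects among 860 Reactome pathways were on Eukaryotic Translation Elongation (median 1.76, 87 of 88 genes higher, adjusted p = 1.57e-23, camera; 0.105 under fry) and related steps of translation, and Respiratory electron transport had a median of 0.73 (56 of 75 genes higher, adjusted p = 2.92e-05; 0.121 under fry). In the ribosomal list the most abundant genes were Rpl41 (ENSMUSG00000093674, GRCm38 chromosome 10, 128548114 to 128549305) and Rpl17 (ENSMUSG00000062328, chromosome 18, 74998558 to 75003381). Rpl41 rose from 431 ± 66.5 to 4618 ± 4132 CPM, a log2 fold change of 3.42 (SE 0.58, adjusted p = 0.00954, edgeR quasi-likelihood test), and Rpl17 had a log2 fold change of 3.41 (SE 0.61). Some of their reads could have been counted on pseudogenes such as Rpl17-ps3. The most abundant oxidative phosphorylation genes, Atp5b (ENSMUSG00000025393) and Atp5a1 (ENSMUSG00000025428), had log2 fold changes of -0.21 (SE 0.15) and -0.00163 (SE 0.18). The 13 genes encoded by the mitochondrial genome had a median of -0.16 (adjusted p = 0.341, camera).

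Cytosolic ribosomal protein genes took 5.12% ± 2.90 (SD, n = 6) of the counts in FPC-LIPA against 1.68% ± 0.122 in FPC-GFP and 2.09% ± 0.328 in CON-GFP. The FPC-LIPA libraries were spread widely, at 2.99% in FPC-LIPA 31, 2.45% in FPC-LIPA 33, 2.19% in FPC-LIPA 34, 6.58% in FPC-LIPA 36, 8.21% in FPC-LIPA 37 and 8.29% in FPC-LIPA 39, and each was above the highest FPC-GFP library at 1.82%. Nuclear oxidative phosphorylation genes took 2.52% ± 0.817 in FPC-LIPA, 1.55% ± 0.137 in FPC-GFP and 1.67% ± 0.0933 in CON-GFP, with 1.90%, 1.73%, 1.72%, 3.09%, 3.19% and 3.47% in FPC-LIPA 31, 33, 34, 36, 37 and 39. With each library left out in turn, the median log2 fold change stayed between 1.53 and 2.02 for the ribosomal list and between 0.68 and 1.00 for oxidative phosphorylation. Libraries with sample sheet numbers from 55 to 68 gave 1.49 and 0.62.

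**Figure D1:**
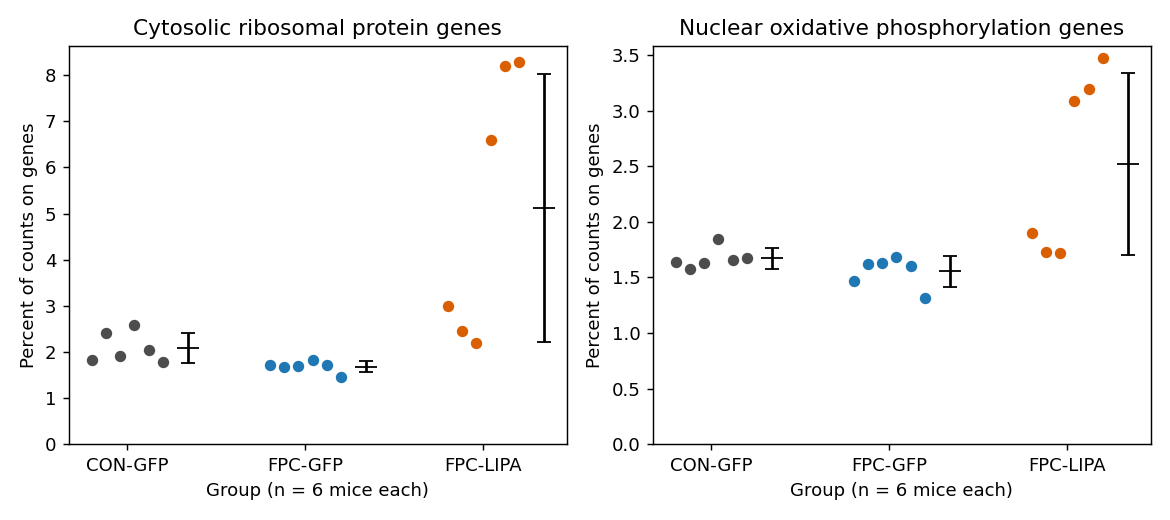
Share of each library's counts, in percent, on cytosolic ribosomal protein genes and on nuclear oxidative phosphorylation genes in CON-GFP, FPC-GFP and FPC-LIPA livers; points are mice and bars beside them show the mean ± SD (n = 6). The ribosomal share runs from 2.19% to 8.29% in FPC-LIPA and from 1.455% to 1.82% in FPC-GFP.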

While the most significant pathways were associated with protein translation and oxidative metabolism, many IPA pathways were related to immune cell infiltration and inflammation. This suggested that LAL overexpression resulted in substantial changes in the immune cell infiltration and inflammation, especially as these pathways were largely related to leukocyte extravasation/diapedesis and communication between immune cell populations. 

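Of 10 monocyte and macrophage genes, 9 were higher in FPC-LIPA than in FPC-GFP and 5 were DE, with a median log2 fold change of 0.81 (adjusted p = 0.0121, camera; 0.0117 under fry). Without FPC-LIPA 33 the median was 0.93 and the adjusted p 0.0819, where the alternatives gave adjusted p from 0.00133 to 0.308. All 9 tested B cell genes were higher (median 1.11, adjusted p = 0.00761, camera), and without FPC-LIPA 33 their median was 0.71 (adjusted p = 0.0819). The most abundant, Ighm and Cd79b, had log2 fold changes of 0.38 (adjusted p = 0.356, edgeR quasi-likelihood test) and 1.68 (adjusted p = 0.0153). The mean log2 CPM of the B cell list was 0.19 in FPC-LIPA 37 and 0.17 in FPC-LIPA 39, below 0.89 in FPC-GFP 19. The monocyte and macrophage list overlapped as well, with 2.40 in FPC-LIPA 39 and 3.11 in FPC-GFP 19, while the neutrophil list did not. All 3 tested neutrophil genes were higher (median 2.63, adjusted p = 0.0240), and with no filter on low counts 7 of 8 were (median 0.77). Without FPC-LIPA 33 the median of the tested neutrophil genes was 2.78 and the adjusted p 0.0819. The other immune cell lists did not pass the threshold with camera. Kupffer cell genes had a median of 0.65 (7 of 8 higher, adjusted p = 0.221), T cell genes of 0.88 (6 of 7 higher, adjusted p = 0.162) and plasmacytoid dendritic cell genes of 0.64 (3 of 4 higher, adjusted p = 0.141; 0.00668 under fry). NK cell genes, none of which reaches a mean of 1 CPM in CON-GFP, had a median of 2.98 over 3 tested genes (adjusted p = 0.0551, camera, and 0.0194 under fry). Their median ran from 1.14 to 3.04 over the alternatives, and the adjusted p from 0.00443 to 0.308. Without FPC-GFP 13 or 20 or FPC-LIPA 31, 33, 36, 37 or 39 that median was 1.60, 1.60, 1.64, 1.83, 1.55, 1.53 and 1.63, and its adjusted p was 0.0270 without FPC-GFP 16 and 0.0429 without FPC-GFP 19. Libraries with sample sheet numbers from 55 to 68 gave medians of 0.73 for monocyte and macrophage genes, 1.10 for B cell genes and 2.43 for neutrophil genes. Lyz2 had a log2 fold change of 1.88 in FPC-LIPA (SE 0.30, adjusted p = 0.00844, edgeR quasi-likelihood test), and was higher in all 6 FPC-LIPA libraries than in any FPC-GFP library. Csf1r, the next most abundant gene of its list, had a log2 fold change of -0.13 (SE 0.37). Ptprc rose to 28.2 ± 23.9 CPM, a log2 fold change of 1.67 (SE 0.38, adjusted p = 0.0159, edgeR quasi-likelihood test), with 76.6 CPM in FPC-LIPA 37 and 14.5 to 22.4 CPM in the other FPC-LIPA libraries. The Reactome pathways called higher by camera and fry included Chemokine receptors bind chemokines (median 0.97, 26 of 30 genes higher, adjusted p = 5.25e-05, camera) and Signal regulatory protein SIRP family interactions (0.87, 12 of 14 genes higher, adjusted p = 0.0114).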

Similar inflammation-related pathways were identified in the GO analysis of DE genes (supplemental Fig. S4D–F). 

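Of the Reactome pathways closest to these terms, some moved in FPC-LIPA against FPC-GFP and others did not. Toll-Like Receptors Cascades had a median log2 fold change of -0.03 with 47 genes higher and 54 lower (adjusted p = 0.722, camera), and Signaling by Interleukins had -0.12 with 41 of 95 genes higher (adjusted p = 0.417). Inflammasomes had a median of 0.59 with 13 of 16 genes higher (adjusted p = 0.0983, and 0.0300 under fry). FCGR activation had a median of 0.54 with 11 of 12 genes higher (adjusted p = 0.0447), and Peptide ligand-binding receptors, which include the chemokine receptors, had 0.52 with 44 of 61 genes higher (adjusted p = 0.00641). Of the 48 pathways called, 33 were higher and 15 were lower. The lower ones included Synthesis of 16-20 -hydroxyeicosatetraenoic acids HETE (median -0.64, 20 of 23 genes lower, adjusted p = 0.00186, camera), PI3K Cascade (-0.32, 41 of 52 genes lower, adjusted p = 0.00499) and Gluconeogenesis (-0.34, 22 of 28 genes lower, adjusted p = 0.0447).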

To determine potential drivers of the observed changes, we performed an IPA upstream regulator analysis and found cholesterol to be one of the top endogenous chemicals predicted to be upregulated (Fig. 4E), suggesting that alternate pathways of cholesterol signaling that we were unable to capture may be responsible for some of the observed phenotype.

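Cholesterol itself was not measured by this assay, and the RNA-Seq values bear on genes that respond to it. Of 25 genes of cholesterol synthesis controlled by SREBP2, a transcription factor active at low sterol levels, 17 were lower in FPC-LIPA than in FPC-GFP. Their median log2 fold change was -0.25 (adjusted p = 0.0631, camera; 0.0395 under fry), and over the alternatives it ran from -0.36, with library size alone, to -0.05, with the gene length and GC content trends removed, a correction chosen after seeing the data. With libraries left out in turn, the adjusted p fell to 0.0238 without FPC-GFP 12 (median -0.35), 0.0326 without FPC-GFP 19, 0.0366 without FPC-LIPA 36, 0.0277 without FPC-LIPA 37 and 0.0469 without FPC-LIPA 39. The 12 genes activated by LXR, a receptor for oxidized sterols, had a median of -0.29 with 7 of 12 lower (adjusted p = 0.301), which was -0.17 without FPC-GFP 20 and -0.15 without FPC-LIPA 37. With sample sheet numbers from 55 to 68 alone, these medians were -0.18 (adjusted p = 0.0294) and -0.06. Livers in CON-GFP express all genes of both lists at a mean of at least 1 CPM, and 1 LXR gene is also in the list of hepatocyte genes. Srebf2 (ENSMUSG00000022463, GRCm38 chromosome 15, 82147181 to 82205379), which encodes SREBP2, fell from 34.9 ± 3.20 to 22.1 ± 6.54 CPM, a log2 fold change of -0.65 (SE 0.19, adjusted p = 0.0310, edgeR quasi-likelihood test), with 31.1 to 39.7 CPM in FPC-GFP libraries and 15.2 to 31.8 CPM in FPC-LIPA libraries. Fasn (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547) had a log2 fold change of -0.72 (SE 0.24, adjusted p = 0.0442). Over the alternatives the adjusted p ran from 0.00925 to 0.322 for Srebf2 and from 0.0176 to 0.843 for Fasn. Sc5d (ENSMUSG00000032018) and Scd1 (ENSMUSG00000037071) had log2 fold changes of 0.23 (SE 0.21) and 0.31 (SE 0.22). Among Reactome pathways, Regulation of cholesterol biosynthesis by SREBP had a median of -0.29 with 23 of 36 genes lower (adjusted p = 0.141, camera) and Cholesterol biosynthesis of -0.14 with 13 of 22 lower (adjusted p = 0.647). In FPC-GFP against CON-GFP the SREBP2 genes had a median of 0.25 (adjusted p = 0.0426) and the LXR genes of 0.91 (adjusted p = 2.38e-05). Under 8 of 19 alternatives the SREBP2 genes did not pass. Their adjusted p was 0.117 under fry and 0.587 under camera with an estimated correlation. The SREBP2 genes did not pass without CON-GFP 1 (adjusted p = 0.0911), 2 (0.0779) or 7 (0.220), without FPC-GFP 13 (0.106), 16 (0.0991) or 20 (0.0600), or in the libraries with sample sheet numbers from 55 to 68 (median 0.18, adjusted p = 0.241), where the LXR genes had a median of 0.66.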

While similar pathways were significantly changed with the FPC diet or LAL overexpression, only 186 genes were significantly changed under both the FPC and *LIPA* conditions. Of these genes, 32 are involved in the immune response (GO: 0002376) and have been plotted as a heat map to show the changes in this gene list across groups (Fig. 4F). 

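Of the 14193 genes tested in both comparisons, 154 were DE in both, where 110 would be shared if the lists were independent (odds ratio 1.53, p = 9.96e-06, two-sided Fisher's exact test). In both comparisons 67 were higher and 13 were lower, 61 were lower with the FPC diet and higher with LIPA, and 13 were higher with the diet and lower with LIPA. Only 30 of the 154 had no overlap between groups in either comparison. The threshold on the adjusted p moved this count most, to 9 at an adjusted p under 0.01. Without FPC-LIPA 37, 36 or FPC-GFP 11 the count was 88, 93 or 92. Across genes, which are not independent replicates, the log2 fold changes of the comparisons had a correlation of -0.23. In 20 simulated data sets FPC-LIPA was unchanged from FPC-GFP, and the median correlation was -0.23 (-0.26 to -0.22). The simulated spread between mice was estimated over all 18 libraries, the widely spread FPC-LIPA ones included. The simulation thus cannot say how much of the observed correlation comes from the shared FPC-GFP libraries. Without an effect of LIPA, 0 genes were DE in both. A median of 109.5 DE genes of the diet comparison had an unadjusted p under 0.05 in the LIPA comparison, against 335 observed.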

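Of the 32 genes of Fig. 4F, 28 were tested in both comparisons and 25 were DE in both, 27 with the FPC diet and 29 with LIPA. Adjusted over the list alone, 28 genes passed both thresholds, but the study chose this list on these libraries, so this is not independent evidence. Trim59, Clec4e, Acod1 and C1rb had too few counts for at least 1 comparison. Without FPC-GFP 11 the count was 13, without FPC-GFP 20 or FPC-LIPA 37 it was 14, without FPC-GFP 13 it was 15, and without FPC-GFP 12 or 16 it was 16. The largest increases in FPC-LIPA against FPC-GFP were in Acod1 (ENSMUSG00000022126, GRCm38 chromosome 14, 103046977 to 103056573), Ubd (ENSMUSG00000035186, chromosome 17, 37193892 to 37196095) and Wfdc21 (ENSMUSG00000051748, chromosome 11, 83746940 to 83752642). Acod1, which encodes an enzyme of activated macrophages, rose from 0.442 ± 0.247 to 2.16 ± 2.09 CPM, a log2 fold change of 2.26 (SE 0.60, adjusted p = 0.0225, edgeR quasi-likelihood test). Ubd rose from 4.34 ± 1.85 to 20.8 ± 16.6 CPM, also a log2 fold change of 2.26 (SE 0.47). Wfdc21 fell by 1.39 on the log2 scale with the diet (SE 0.24) and rose by 2.25 (SE 0.54) with LIPA. Its lowest FPC-GFP library was FPC-GFP 19 with 104 CPM against 211 to 296 CPM in the others. It was 294, 434, 222, 1092, 1921 and 2517 CPM in FPC-LIPA 31, 33, 34, 36, 37 and 39. Most of the rise of Wfdc21 thus came from FPC-LIPA 36, 37 and 39, and FPC-LIPA 31 and 34 lay within the FPC-GFP range. The decreases were in C8b (ENSMUSG00000029656), with log2 fold changes of -1.83 (SE 0.38) with the diet and -1.53 (SE 0.41) with LIPA, and Cyp7b1 (ENSMUSG00000039519), with -1.08 (SE 0.38) and -1.01 (SE 0.30). In FPC-LIPA, C8b was lowest in FPC-LIPA 37 (11.0 CPM against 22.6 to 34.2 in the others) and Cyp7b1 highest in FPC-LIPA 36 (77.3 CPM against 34.6 to 41.8).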

Most of the genes in this group increase in expression with FPC and *LIPA*, potentially reflecting an exacerbation of hepatic inflammation.

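In Fig. 4F, 22 of the 28 genes tested in both comparisons were higher in both, 21 of them DE in both, and under the alternatives from 19 to 25 genes were higher in both. The median log2 fold change of the tested genes was 1.16 with the FPC diet and 1.27 with LIPA. Their mean log2 CPM was 1.43 ± 0.16 (SD, n = 6) in CON-GFP, 2.17 ± 0.24 in FPC-GFP and 3.32 ± 0.41 in FPC-LIPA. The groups did not overlap, with libraries from 1.21 to 1.70 in CON-GFP, from 1.80 to 2.54 in FPC-GFP and from 3.01 to 4.09 in FPC-LIPA.

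**Figure D2:**
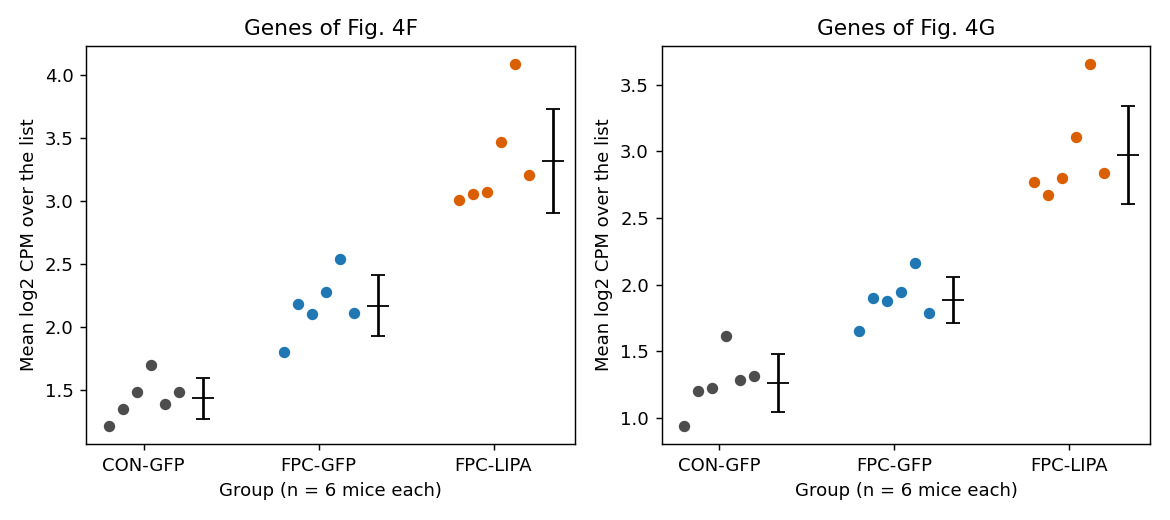
Mean log2 CPM of the tested genes of Fig. 4F and of Fig. 4G in each liver of CON-GFP, FPC-GFP and FPC-LIPA; points are mice and bars beside them show the mean ± SD (n = 6). The lowest FPC-LIPA library has 3.01 for Fig. 4F and 2.67 for Fig. 4G, above the highest FPC-GFP libraries at 2.54 and 2.16.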

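Fig. 4G holds 45 genes, of which 41 were tested in FPC-LIPA against FPC-GFP and 39 were DE, 35 higher and 4 lower. Adjusted over the list alone, 41 genes passed, and this list too was chosen by the study on these libraries and is not independent evidence. Txk, Itga2, Ccl8 and Actc1 had too few counts to be tested. The median log2 fold change was 1.36 with LIPA and 0.64 with the diet, and 9 of 37 tested genes were DE with the diet. The count of 39 fell to 22 without FPC-GFP 11 or FPC-LIPA 37 and to 24 without FPC-GFP 13 or FPC-LIPA 36. Rap1b (ENSMUSG00000052681, GRCm38 chromosome 10, 117813871 to 117846035), a small GTPase gene, rose from 46.1 ± 6.26 to 210 ± 179 CPM, a log2 fold change of 2.19 (SE 0.46, adjusted p = 0.0136, edgeR quasi-likelihood test). Its levels were 75.5, 59.6, 81.5, 241, 521 and 279 CPM in FPC-LIPA 31, 33, 34, 36, 37 and 39. Myh9 (ENSMUSG00000022443, chromosome 15, 77760587 to 77842175), a nonmuscle myosin gene, decreased by 1.19 on the log2 scale (SE 0.29, adjusted p = 0.0183), from 117 ± 46.0 CPM in FPC-GFP, with FPC-GFP 11 at 209 CPM against 88.1 to 110 in the other FPC-GFP libraries. Mmp17 (ENSMUSG00000029436) and Cldn14 (ENSMUSG00000047109) had log2 fold changes of -1.43 (SE 0.37) and -1.22 (SE 0.45), the latter not DE (adjusted p = 0.0599).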

To further examine the changes in inflammation that resulted from LAL overexpression, we generated a heat map of the DE genes between FPC-GFP and FPC-*LIPA* groups that were enriched in the diapedesis and lymphocyte extravasation (Fig. 4G). 

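The chemokine gene Ccl9 (ENSMUSG00000019122, GRCm38 chromosome 11, 83572919 to 83578636) rose from 28.2 ± 8.70 CPM in FPC-GFP to 149 ± 110 CPM in FPC-LIPA, a log2 fold change of 2.41 (SE 0.46, adjusted p = 0.0111, edgeR quasi-likelihood test). Ccl9 was 67.1, 40.0, 54.6, 187, 269 and 279 CPM in FPC-LIPA 31, 33, 34, 36, 37 and 39. The other chemokine and chemokine-like genes of Fig. 4G that were DE had log2 fold changes of 1.91 (Ccl6), 1.82 (Ccl7), 1.82 (Xcl1), 1.26 (Cxcl9), 1.21 (Cklf) and 1.13 (Cxcl16). Toll-like receptor genes were higher, with log2 fold changes of 1.66 for Tlr4, 1.59 for Tlr7, 1.29 for Tlr6 and 1.07 for Tlr13, and Tlr4 and Tlr13 did not overlap between the groups. Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499), a macrophage metalloproteinase gene and the largest increase in Fig. 4G, rose from 4.38 ± 2.25 to 24.6 ± 13.0 CPM, a log2 fold change of 2.49 (SE 0.47, adjusted p = 0.0110). Of genes of immune cell activation, Cd86 had a log2 fold change of 2.15 (adjusted p = 0.00842), Cd40 of 1.86 (adjusted p = 0.0110) and Casp1 of 1.42 (adjusted p = 0.0111). The cytokine gene Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was 4.80 ± 2.80 CPM in FPC-GFP and 12.4 ± 9.37 CPM in FPC-LIPA, a log2 fold change of 1.36 (SE 0.47, adjusted p = 0.0523, edgeR quasi-likelihood test), and was DE under 6 of the alternatives. The cytokine receptor gene Tnfrsf1a had a log2 fold change of -1.01 (adjusted p = 0.0460). The mean log2 CPM of the tested genes of Fig. 4G was 1.26 ± 0.22 in CON-GFP, 1.89 ± 0.17 in FPC-GFP and 2.97 ± 0.36 in FPC-LIPA (SD, n = 6).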

We found that LAL overexpression resulted in increased expression of genes encoding for immune activation, proinflammatory cytokines, chemokines, and toll-like receptors. 

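The FPC diet and LIPA changed gene expression in the same direction for 49.2% of the DE genes of the diet comparison that were tested in both comparisons, against a median of 33.8% (31.2% to 36.9%) in simulated data in which LIPA had no effect. Of the 335 of those genes with an unadjusted p under 0.05 in the LIPA comparison, 170 kept the direction of the diet. The simulated data had a median of 17 (11 to 25), where the median number of such genes was 109.5. They hold no effect of LIPA, so this gap shows that FPC-LIPA differed in more of these genes, not that it followed the diet. Their spread came from all 18 libraries, so the 33.8% is uncertain too. Among the genes DE in both, 51.9% kept the direction of the diet, and the share expected from unrelated effects was not computed. In the lists of fibrosis and Kupffer cell genes, which were higher with the diet, LIPA gave a median of 0.15 for fibrosis (10 of 15 genes higher, adjusted p = 0.336, camera), and the Kupffer cell genes did not pass either. The most abundant genes of both lists rose with LIPA. Col3a1 was DE, with a log2 fold change of 1.70 (SE 0.40, adjusted p = 0.0174, edgeR quasi-likelihood test) and 417 CPM in FPC-LIPA 37 against 58.3 to 144 CPM in the other FPC-LIPA libraries. Dcn had 0.88 (SE 0.29, adjusted p = 0.0449), Cd5l 0.92 (SE 0.25, adjusted p = 0.0235) and Clec4f 0.49 (SE 0.16, adjusted p = 0.0418), below the fold change minimum. Over the alternatives the adjusted p ran from 0.000499 to 0.0628 for Col3a1, from 0.0171 to 0.768 for Dcn, from 0.00268 to 0.0965 for Cd5l and from 0.00486 to 0.187 for Clec4f. The fibrosis median rose to 0.29 without FPC-LIPA 39, to 0.24 without FPC-LIPA 34 and to 0.23 without FPC-GFP 16. It ran from 0.05 to 0.55 over the alternatives, with adjusted p from 0.0574 to 0.692. The paper reasons from the pathways of leukocyte extravasation and diapedesis, through the immune genes changed by both the diet and LIPA, to the chemokine, cytokine and toll-like receptor genes that are higher in FPC-LIPA.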

Taken together, these changes suggest that LAL overexpression is significantly driving the proinflammatory response associated with the FPC diet.

### LAL overexpression promotes hepatic immune infiltration and inflammation

To better understand how LAL overexpression instigates hepatic inflammation, we characterized the immune cell infiltrates in the liver. First, we measured the protein content and mRNA expression of several inflammatory markers. Western blots were performed for CD45 and F4/80, which are a leukocyte and a macrophage marker, respectively (Fig. 5A, B). LAL overexpression increased the expression of CD45 in the livers of mice on both diets and F4/80 in the FPC-fed group. Female mice showed a similar increase in CD45 expression in hepatic lysate (supplemental Fig. S5A, B). Next, we performed quantitative PCR for a subset of inflammatory and fibrotic genes (*Tnfα, F4/80, Il1β, Col1a1,* and *Acta2*) including tissue from CON-*LIPA* group (Fig. 5C and supplemental Fig. S5C). Both *Tnfα* and *Il1β* were highly expressed in response to LAL overexpression in male mice fed the FPC diet (Fig. 5C). However, this effect was not seen in female mice, which had increased *Tnfα* and *F4/80* mRNA levels in response to the FPC diet, not LAL overexpression (supplemental Fig. S5C). Male mice showed significant increases in *Col1a1* mRNA in response to the FPC diet, but there was no significant change in *Acta2* expression because of high mouse to mouse variability (Fig. 5C).

**Fig. 5:**
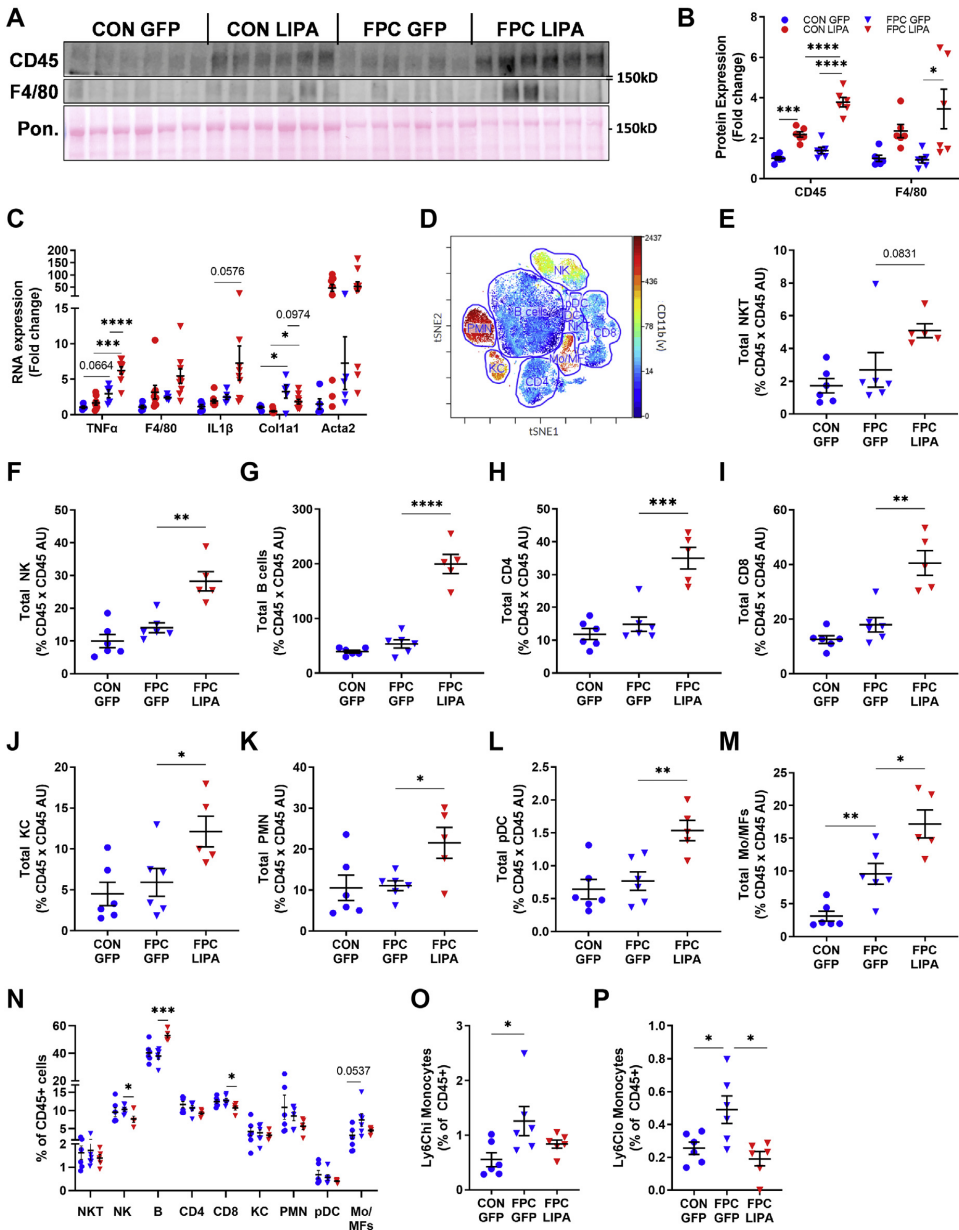
LAL overexpression promoted immune cell infiltration and inflammation. A: Westerns for immune markers in hepatic protein lysates and (B) quantification. C: Hepatic RNA levels of immune and fibrotic markers determined by quantitative PCR. D: Representative plot of immune cell populations measured via CyTOF. Mass cytometry analyses normalized to CD45 protein levels for (E) NKT cells, (F) NK cells, (G) B cells, (H) CD4+ cells, (I) CD8+ cells, (J) KCs, (K) polymorphonuclear cells (PMNs), (L) plasmacytoid dendritic cell (pDC), and (M) Mo/MFs. N: Immune cell populations as a percent of the total CD45+ cell pool. Ly6Chi (O) and Ly6Clo (P) monocytes as a percentage of the total CD45+ pool. All data shown are from male mice. Statistical comparisons are indicated by horizontal lines, and significant values are depicted as ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.005, and ∗∗∗∗*P* < 0.001.

We then isolated the immune cells from the livers and performed CyTOF to identify the major immune subsets (Fig. 5D). The abundance of natural killer (NK) T cells (Fig. 5E) was not affected by dietary treatment but trended to increase with LAL expression. The amounts of NK (Fig. 5F) cells, B cells (Fig. 5G), CD4+ T cells (Fig. 5H), CD8+ T cells (Fig. 5I), KCs (Fig. 5J), polymorphonuclear cells (Fig. 5K), and plasmacytoid dendritic cells (Fig. 5L) present in the liver were increased with LAL overexpression but unaltered on the FPC diet alone. Monocytes and monocyte-derived macrophages (Mo/MFs) were significantly increased by the FPC diet and LAL overexpression (Fig. 5M). Overall, these findings suggest that LAL overexpression results in a substantial accumulation of all major immune cell subsets. As the infiltration of monocyte and Mo/MF population is associated with proinflammatory signaling, these data suggest that LAL overexpression promotes inflammation through an increase in monocyte recruitment, as suggested by our IPA analysis.

Examination of the relative abundance of immune cell subsets showed that LAL overexpression increased the percent of B cells, whereas the frequency of NK and CD8+ T cells decreased (Fig. 5N). The FPC diet elicited similar trends in the Mo/MF frequency and total abundance. To further characterize the Mo/MF population, we used an alternative gating strategy to quantify Ly6Chi (Fig. 5O) and Ly6Clo (Fig. 5P) monocytes. These monocytes are associated with inflammatory and restorative phenotypes, respectively (44). Both these populations increased as a percentage of total CD45+ cells with the FPC diet, but only the restorative Ly6Clo population decreased with LAL overexpression. In addition, this increased immune cell infiltration was not observed in iWAT or heart tissue (supplemental Fig. S5D, E), suggesting that the liver is the primary site of inflammation. Collectively, these data show that LAL overexpression enhanced the proinflammatory liver phenotype of mice on the FPC diet.

### LAL overexpression drives autolysosome accumulation and lysosomal LDs

As NAFLD is often associated with the disruption of autophagy, we assessed livers for changes in protein markers of autophagy (Fig. 6A and supplemental Fig. S6A). Upstream signaling was assessed by measuring Ulk1 phosphorylation by mammalian target of rapamycin at Ser757, which inhibits the initiation of autophagy. Phospho-Ulk1 trended toward being reduced in the FPC-*LIPA* group when compared with every other group (Fig. 6B). Atg5 and LC3 lipidation were measured as indicators of autophagosome formation and abundance. The FPC diet resulted in a significant increase in Atg5 expression in male mice (Fig. 6C and supplemental Fig. S6B) and LC3II/I ratio in both sexes (Fig. 6D and supplemental Fig. S6C), indicating an increase in the abundance of autophagic machinery. LAL overexpression on the FPC diet significantly increased LC3 lipidation, represented by the LC3II/I ratio, in male mice, whereas female mice trended toward a reduction, suggesting there may be sex-specific differences in autophagy that require further examination. As the FPC diet did not alter upstream activation as measured by phospho-Ulk1, this suggests that autophagy is inhibited at a downstream step, which matches previous studies showing that a high-fat diet inhibits autophagic flux (45).

**Fig. 6:**
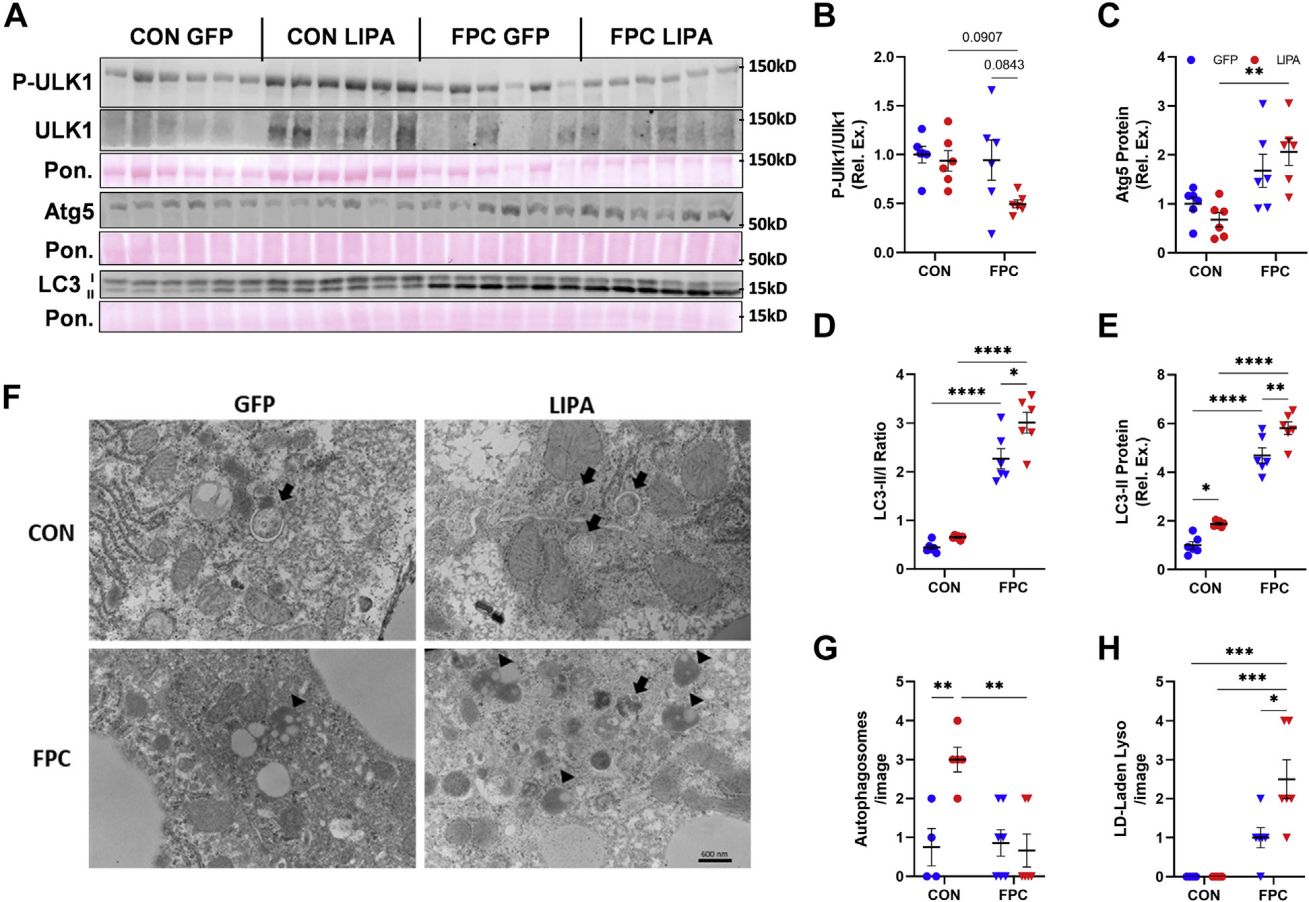
LAL overexpression alters autophagosome abundance. A: Western blots probing for phospho (Ser757)-Ulk1, total Ulk1, LC3, and Atg5 expression. B: Quantification of the fold change in Ulk1 phosphorylation. C: Quantification of Atg5 expression. LC3 expression quantified as both (D) LC3-II/I ratio and (E) LC3-II expression. F: Representative TEM images (the scale bar represents 600 nm) displaying autophagosomes (arrow) and lipid-laden lysosomes (arrowhead). Numbers of (G) autophagosomes and (H) lipid-laden lysosomes per image (n = 2–3 images/mouse, three mice/group). All data shown are from male mice. Statistical comparisons are indicated by horizontal lines, and significant values are depicted as ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.005, and ∗∗∗∗*P* < 0.001.

Here, we also quantified LC3-II alone as an approximation of mature autophagosomes and early autolysosomes and observed that, regardless of dietary conditions, LAL overexpression significantly increases LC3-II expression in male mice (Fig. 6E). Female mice do not exhibit a difference in LC3-II expression with LAL overexpression (supplemental Fig. S6D). The data from male mice suggest that LAL is either promoting autophagosome formation or inhibiting LC3 removal and breakdown from the autophagosome membrane after lysosomal fusion. However, as we only see a trend in phospho-Ulk1 in the FPC-*LIPA* group, it seems less likely that LAL is regulating autophagosome formation and more likely that lysosomal lipids are accumulating and stalling autophagy.

To further investigate the impact of LAL overexpression, TEM of male liver samples was performed to identify changes in autophagic machinery (Fig. 6F). We observed an increase in autophagosomes in the CON-*LIPA* group compared with the CON-GFP group, again suggesting that LAL overexpression either drives autophagosome formation or prevents breakdown (Fig. 6G). In addition, autophagosomes were largely absent from FPC livers. In both FPC groups, we identified an increase in LD-laden lysosomes, with the FPC-*LIPA* group containing more (Fig. 6H). These data suggest that LAL overexpression, despite increasing LAL enzymatic activity, negatively impacts lysosomal lipid degradation especially under FPC feeding conditions.

## Discussion

In this study, we sought to determine whether the overexpression of LAL attenuated the development of fatty liver disease in mice on a Western diet. However, LAL overexpression did not prevent the accumulation of hepatic TAG or cholesterol because of the FPC diet, although LAL alone drove changes in LD size and the composition of CE populations. This was surprising as the importance of lysosomal-derived sterols in regulating cholesterol homeostasis and hepatic cholesterol levels has previously been established, although the involvement of SREBP2 in this system is controversial (9, 46). However, these studies were based on loss of function, in contrast to the overexpression model used in the current study. Previous research has shown that SREBP2 regulation is activated when endoplasmic reticulum cholesterol dips below 5% of the total lipid content (47). Thus, it is possible that the control GFP groups would not be below this threshold, so overexpressing LAL would not make a difference in SREBP2 activation.

Unexpectedly, the overexpression of LAL alone increases autophagosome and lysosomal accumulation to some degree. However, this increase was not associated with reduced hepatomegaly and lipid accumulation in the liver, suggesting that despite the increases in autophagic measures, promoting LAL expression is not sufficient to prevent NAFLD. The reduced number of small LDs coupled with the increase in autophagic measures further supports the assertion that lipophagic degradation preferentially targets small LDs (41). The mechanism by which LAL overexpression alters autophagy remains to be elucidated. Previous studies have shown that rescuing lysosomal pH, which was increased with steatosis, restored autophagy flux (48). This leads us to question whether therapies aimed at restoring lysosomal pH may be more viable than enhancing LAL abundance or activity.

The alterations in PUFA and MUFA content of CE suggest that LAL overexpression preferentially changes CE composition, especially when compared with the lack of changes seen in the TAG pool. It remains unclear whether there is a change in synthesis or breakdown that is altering the CE pool. There is no evidence suggesting that the process by which LDs are engulfed by autophagosomes or lysosomes is a selective process. LAL enzymatic selectivity for different substrates has only been biochemically using a fluorescent assay, although no FA longer than oleate was used (49). As such, we cannot rule out that LAL has a specific preference for degrading CEs containing SFAs. It is worth noting that the changes resulting from LAL overexpression shift the CE pool to resemble more closely that of mice on the FPC diet. However, the CE pool is much smaller than the TAG pool, so it is difficult to establish whether these changes hold biological significance.

While the total amount of all immune cells was increased on the FPC diet with LAL expression, B cells showed one of the highest increases in response to LAL overexpression. While the development of hepatic inflammation during NAFLD development and progression involves numerous immune and parenchymal cell types, B cells are becoming increasingly recognized for their role in NAFLD-induced inflammation (27). In addition to a general increase in immune cells likely promoting inflammation, LAL overexpression also reduced proresolution Ly6Clo monocytes, which may have further contributed to the state of elevated hepatic inflammation. These changes in hepatic immune cells mirror the robust increase in numerous proinflammatory pathways revealed from the RNA-Seq analysis, which reinforces that LAL overexpression promotes an inflammatory phenotype.

Our data strongly indicate that LAL overexpression drives hepatic inflammation; however, we have not identified a specific mechanism at work. Previous studies have shown that disruption of hepatocyte LAL expression drives immune infiltration as a result of excess cholesterol (9), and that the expression of LAL in macrophages (50) or hepatocytes (10) in *Lipa*-deficient mice reduces this inflammation. As hepatic cholesterol levels do not change with LAL overexpression, we do not think that cholesterol accumulation is responsible for the observed inflammation. However, as we measured total hepatic cholesterol, our data do not rule out the possibility of localized or cell type-specific fluctuations in cholesterol driving the observed inflammation.

Overall, we have shown that hepatic LAL overexpression is unable to prevent the development of NAFLD on a Western diet, providing evidence against using recombinant LAL as a potential treatment for NAFLD. We also show that overexpression drives inflammation and promotes a large influx of immune cells into the liver. This is contrary to overexpression of *LIPA* in adipose tissue, which showed reduced inflammation and no changes in autophagy (20) suggesting that the liver may be particularly sensitive to alterations of lysosomal lipid degradation and signaling.

## Data availability

RNA-Seq data are available in the NCBI Gene Expression Omnibus database (GSE180377).

## Supplemental data

This article contains supplemental data.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## Figures and Tables

**Supplemental Figure 1:**
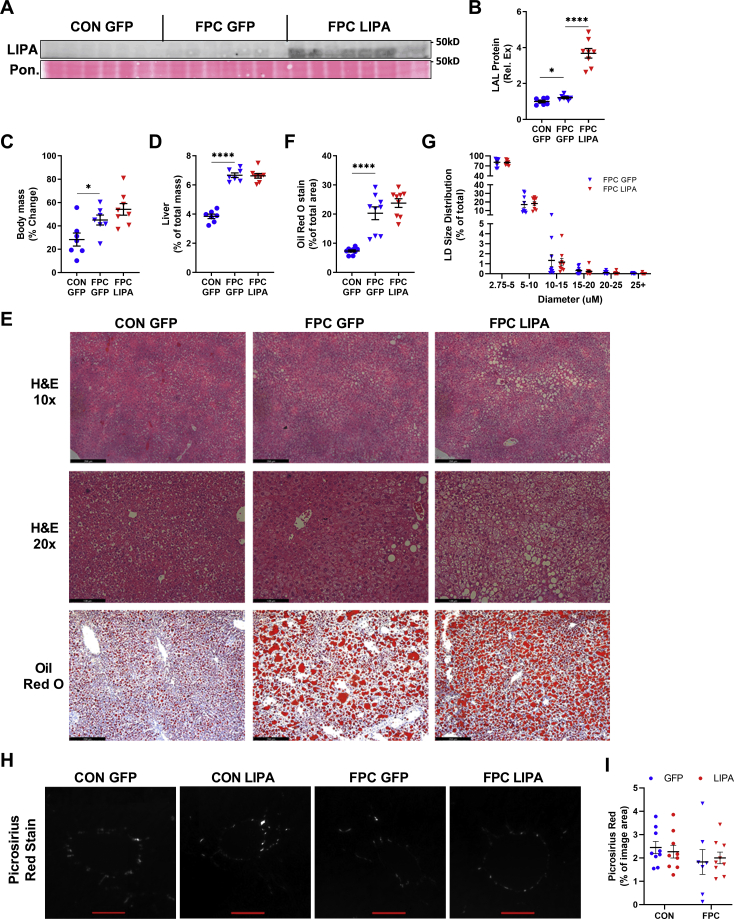
Data of female mice corresponding to Figure 1. A: Western blot for hepatic LAL expression and (B) quantification. C: Percent body weight change from week 1 to week 16. D: Liver weights normalized to the body weight. E: Representative images for H&E 10× (scale bar represents 250 μm) and 20× (scale bar represents 100 μm) and Oil red O (scale bar represents 256 μm) staining for liver sections. F: The percentage of the total image area occupied by Oil Red O staining. G: The percentage of hepatic LDs within each size group. I: Representative images for Picrosirius red staining containing portal triads. H: Quantification of Picrosirius red stain. Data in panels ∗*P* < 0.05, ∗∗∗∗*P* < 0.001. LAL, lysosomal acid lipase; LDs, lipid droplets.

**Supplemental Figure 2:**
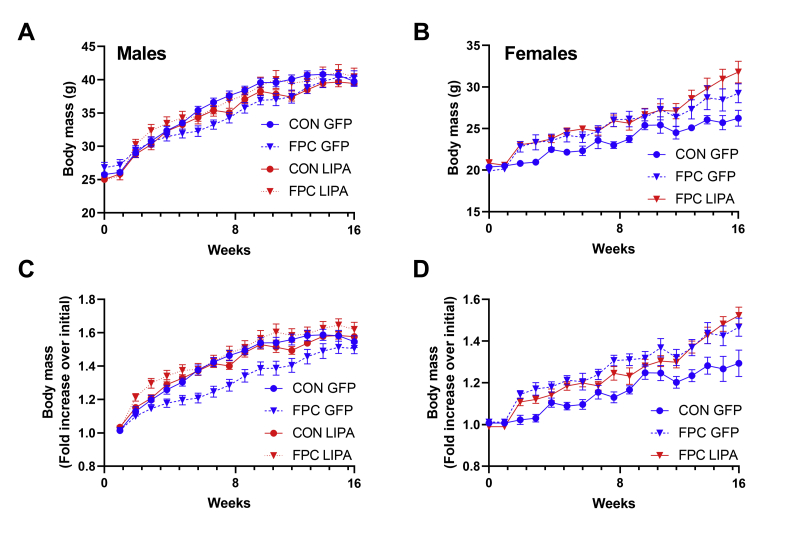
Change in the body mass. Weekly measures of the body mass for (A) male and (B) female mice. The body mass as a fold change compared to week 1 for (C) male and (D) female mice.

**Supplemental Figure 3:**
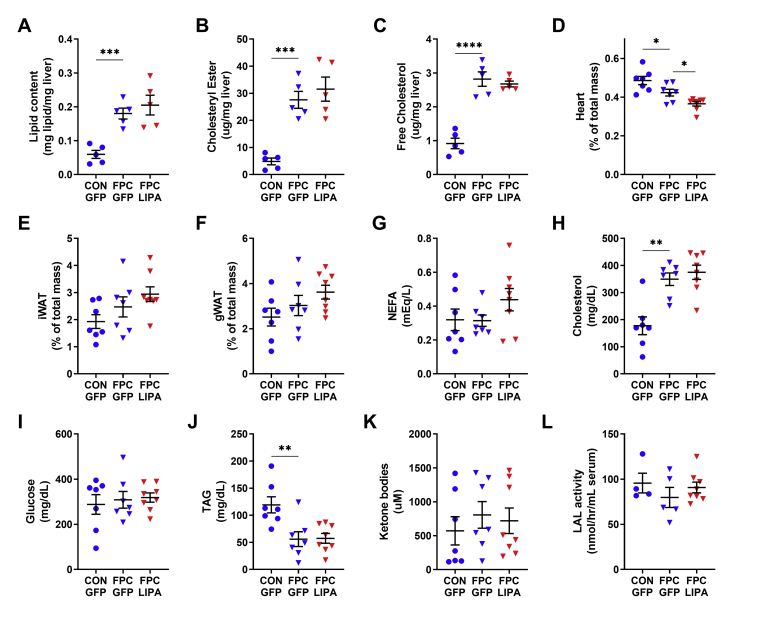
Hepatic lipids and peripheral analyses in female mice. A: Hepatic lipids per milligram of tissue. B: Mass of cholesteryl esters per milligram of the liver. C: Mass of free cholesterol per milligram of the liver. Weights for (D) the heart, (E) iWAT, and (F) gWAT normalized to the body weight. Serum levels for (G) NEFA, (H) cholesterol, (I) fasting glucose, (J) TAG, and (K) ketone bodies. L: Serum LAL activity measured via 4-MUO hydrolysis assay. All data shown are from female mice. Statistical comparisons are indicated by horizontal lines, and significant values are depicted as ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.005, ∗∗∗∗*P* < 0.001. 4-MUO, 4-methylumbelliferyl oleate; iWAT, inguinal white adipose tissue; gWAT, gonadal white adipose tissue; LAL, lysosomal acid lipase; TAG, triacylglycerol.

**Supplemental Figure 4:**
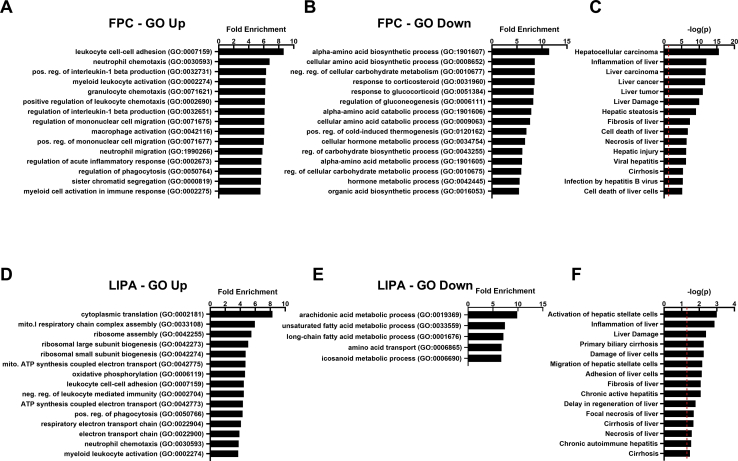
Gene ontology analysis of transcriptomic data. GO analysis of DE genes (A) increased and (B) decreased with FPC. C: Top terms returned using a liver-specific Tox Function analysis in IPA for the FPC DE genes. GO analysis of DE genes (D) increased and (E) decreased with LIPA. F: Top terms returned using a liver-specific Tox function analysis in IPA for the LIPA DE genes. DE, differentially expressed; FPC, fructose, palmitate, and cholesterol; GO, Gene Ontology; IPA, ingenuity pathway analysis.

**Supplemental Figure 5:**
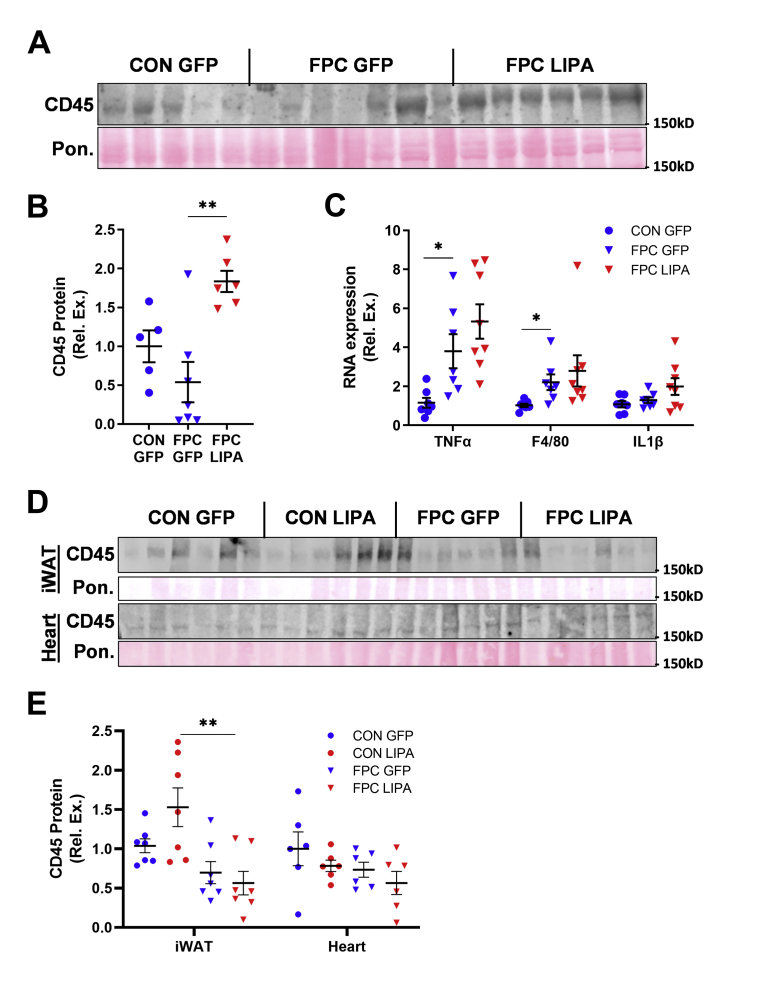
Immune measurements in female and systemic infiltration in male mice. A: Western blot for CD45 in hepatic protein lysates and (B) quantification. C: Hepatic RNA levels of immune markers determined by qPCR. D: Representative Western blots and (E) quantification for CD45 expression in iWAT and heart tissue. Data in panels A–D are from female mice, and those in panels D and E are from male mice. Statistical comparisons are indicated by horizontal lines, and significant values are depicted as ∗*P* < 0.05, ∗∗*P* < 0.01. iWAT, inguinal white adipose tissue.

**Supplemental Figure 6:**
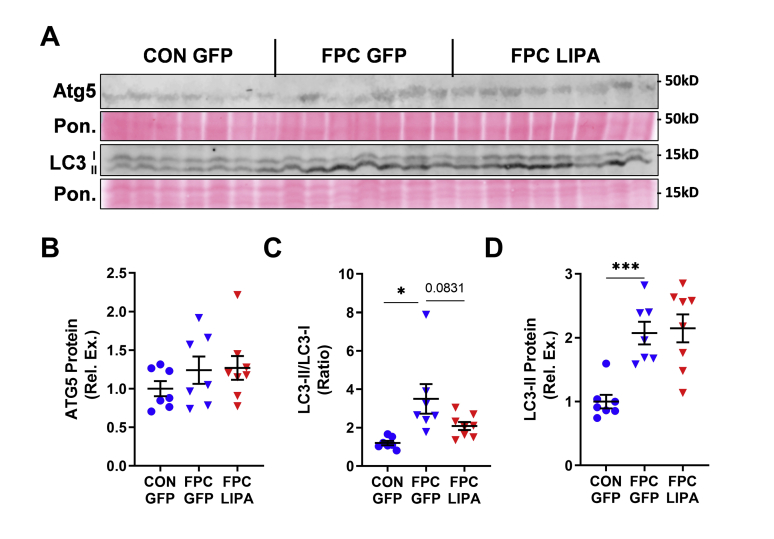
Autophagic measurements in female mice. A: Autophagic proteins measured via Western blot. B: Quantified Atg5 expression. LC3 expression quantified as both (C) LC3-II/I ratio and (D) LC3-II. All data shown are from female mice. Statistical comparisons are indicated by horizontal lines, and significant values are depicted as ∗*P* < 0.05, ∗∗∗*P* < 0.005.

How the deposited data were processed for this re-analysis (not part of the article)

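RNA from the livers of 18 male C57BL/6J mice was sequenced, with 1 library per mouse and 6 mice in each of the CON-GFP, FPC-GFP and FPC-LIPA groups. The authors demultiplexed the paired reads, trimmed them with Trimmomatic, mapped them with Hisat2 to GRCm38 and counted them per gene with Feature Counts. The values used here are these raw counts, which hold no normalization. The paper's text does not name the strand setting, the annotation version or the handling of reads that map to several places, so counts of paralogs and pseudogenes are uncertain. It names both a stranded and an unstranded library kit and does not say which library was made with which. The table has 55487 genes and 23 columns, of which 18 were matched to the groups by their condition and mouse number, and 5 columns named for other vectors were not used here. Of the genes, 55227 were found in the GENCODE M21 annotation of GRCm38, 55141 were given a length and GC content from it, and 22370 were linked to an NCBI gene identifier for Reactome.

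Total counts per library lay between 16632146 and 37739301. Counting noise is small at this depth beside the differences between mice, since the chi-square per degree of freedom between libraries of a group was from 16.7 to 648. No interval from counting alone was therefore given, and errors are SD or SE over mice. A gene was treated as at the floor with 3 counts or fewer.

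FPC-GFP was compared with CON-GFP, and FPC-LIPA with FPC-GFP. Genes were kept with filterByExpr of edgeR 4.0.16 in R 4.3.3, libraries were scaled by TMM, and genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes with an absolute fold change of at least 2 and an adjusted p under 0.05 were called differentially expressed. The SE of a log2 fold change was its size divided by the square root of the F statistic. CPM values were scaled by TMM over all libraries, and log2 CPM values used a prior count of 2. Overlap between the comparisons was tested with Fisher's exact test. Since both comparisons use the FPC-GFP libraries, 20 data sets with no effect of LIPA were simulated from negative binomial counts. The spread of each gene in them was estimated over all 18 libraries.

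Gene lists were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01, and with fry and camera with an estimated correlation as alternatives. The lists were the genes of Fig. 4F and Fig. 4G, the genes of the paper's qPCR, and genes of fibrosis and stellate cells, cholesterol synthesis, LXR, lysosome and autophagy, B cells, T cells, NK cells, Kupffer cells, monocytes and macrophages, neutrophils, plasmacytoid dendritic cells, endothelial cells, cholangiocytes, hepatocytes, red blood cells, pancreas, the female Xist gene, the Y chromosome, cytosolic ribosomal proteins, nuclear oxidative phosphorylation genes, mitochondrially encoded genes and mitochondrial ribosomal proteins. A list with fewer than 3 tested genes was not tested. Reactome pathways with 10 to 500 tested genes came from fgsea 1.28.0. Genes were named by this rule: every gene in the paper's text; of the genes of Fig. 4F and Fig. 4G the 3 largest increases and 3 largest decreases in FPC-LIPA against FPC-GFP and any that go against the figure; in each comparison the 3 largest increases and decreases among called genes whose groups do not overlap and whose mean is at least 1 CPM; and of each list the 2 genes with the highest mean CPM. Of the genes that go against Fig. 4G only the direction was counted, apart from the genes named.

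The comparisons, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were DESeq2 size factors, upper-quartile factors and library size alone in place of TMM; the DESeq2 1.42.0 Wald test and edgeR's exact, likelihood ratio and robust quasi-likelihood tests; no filter, or at least 1 CPM in 6 libraries; all 18 libraries in one fit; libraries with sample sheet numbers from 55 to 68; each library left out in turn; removal of each library's trend on gene length or on GC content; list members with a mean of at least 10 CPM; and other thresholds. Removal of the length and GC trends together, thinning of all libraries to the lowest total and the exact test without a filter were chosen after seeing the data. On simulated data with 200 genes changed 4-fold, the quasi-likelihood test recovered 193 and called 6 unchanged genes. Camera, fry and camera with an estimated correlation gave an unadjusted p under 0.05 for 0, 11 and 1 of 200 unchanged lists. Those lists were random draws of genes simulated independently, so they cannot say how the tests behave for lists whose genes move together. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for tables and figures.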

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

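The gene lists and most alternatives used in this part were fixed before the data were examined. The tests of explanations for a result were chosen after that result was seen. A library was singled out where its gap to the nearest library of its group, divided by the range of the group, was above Dixon's critical value for 6 values. For single genes this ratio was taken on log2 values with 0.1 CPM added, while the levels below are given in CPM. Of 240 groups of 6 libraries in 80 measures, 18 had such a library, where chance gives 12, so most of them may be chance. Of the 17 in another measure than total counts, 8 fell on the library with the lowest total of its group (CON-GFP 2, FPC-GFP 20 or FPC-LIPA 37), where 2.83 would do so by chance. Low total counts are thus a candidate explanation for part of the pattern. However, these libraries are also among those left out of the fits restricted by sample sheet number. The title of FPC-LIPA 37 also adds a letter to its mouse number. Low totals therefore cannot be told apart from a separate preparation of these libraries. CON-GFP 1, the only other library left out there, was not singled out, which is too little to decide. No biological explanation was tested for single libraries.

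FPC-GFP 20 had 17813507 counts against 28256309 to 31134367 in the other FPC-GFP libraries (gap over range 0.784). Its mean log2 CPM of lysosome and autophagy genes was 6.44 against 6.53 to 6.56 (0.797), and that of Y chromosome genes was 4.51 against 4.00 to 4.17 (0.677). For Kupffer cell genes CON-GFP 2 had 3.56 against 3.99 to 4.25 (0.631), and for neutrophil genes FPC-GFP 11 had -1.16 against -0.13 to 0.46 (0.637). Among named genes, Adgre1 in FPC-GFP 19 was 28.0 CPM against 14.8 to 17.5 (0.736), Wfdc21 in FPC-GFP 19 was 104 CPM against 211 to 296 (0.677) and Myh9 in FPC-GFP 11 was 209 CPM against 88.1 to 110 (0.746). In CON-GFP, Gm10804 in CON-GFP 3 was 1.49 CPM against 6.00 to 9.45 (0.749), Scd1 in CON-GFP 7 was 1028 CPM against 9008 to 18019 (0.758), Hspd1-ps3 in CON-GFP 7 was 12.0 CPM against 22.9 to 28.8 (0.742) and Gm8623 in CON-GFP 2 was 0.387 CPM against 0.122 to 0.187 (0.676). In FPC-LIPA, Dcn in FPC-LIPA 37 was 575 CPM against 162 to 249 (0.660), Ptprc in FPC-LIPA 37 was 76.6 CPM against 14.5 to 22.4 (0.739), Gm8623 in FPC-LIPA 37 was 11.6 CPM against 0.441 to 1.22 (0.710), C8b in FPC-LIPA 37 was 11.0 CPM against 22.6 to 34.2 (0.634), Cd5l in FPC-LIPA 39 was 135 CPM against 265 to 382 (0.646) and Cyp7b1 in FPC-LIPA 36 was 77.3 CPM against 34.6 to 41.8 (0.764).

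The paper does not discuss several lists that changed with the diet. Cytosolic ribosomal protein genes had a median log2 fold change of -0.49 in FPC-GFP against CON-GFP (0 of 82 genes higher, adjusted p = 7.31e-20, camera; 0.00314 under fry), and CON-GFP livers express 81 of the 85 genes of the list at a mean of at least 1 CPM. With library size alone the median was -0.29, and with the gene length and GC content trends removed it was -0.42, which argues against scaling or these trends as the whole cause. Nuclear oxidative phosphorylation genes had a median of -0.37 (70 of 79 genes lower, adjusted p = 1.39e-10), which was -0.17 with library size alone and -0.23 with both trends removed. Mitochondrially encoded genes had a median of -0.99 (13 of 13 lower, adjusted p = 7.29e-06), which was -0.76 and -0.43 under these alternatives. Mitochondrial ribosomal protein genes had a median of -0.15 (61 of 77 lower, adjusted p = 0.000228, with adjusted p from 3.57e-05 to 0.477 over the alternatives). With both trends removed this was -0.11. The sign of the median depends on the scaling, since with library size alone it was 0.0376, but a scaling moves all genes alike. Set against the median of all genes, which library size alone moves to 0.21, the list was lower by 0.17 under each scaling (-0.166 with DESeq2 size factors, the nearest to 0), so scaling does not explain why it is lower than other genes. Libraries with sample sheet numbers from 55 to 68 gave -0.37, -0.25, -0.64 and -0.11 for these 4 lists. Camera with an estimated correlation gave none of them an adjusted p under 0.05, with 5444 genes at an unadjusted p under 0.05 in this comparison. An effect of the diet stays open and was not tested further.

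Endothelial genes had a median of 0.49 in FPC-GFP against CON-GFP (7 of 8 higher, adjusted p = 0.00221, camera), and hepatocyte genes of -0.33 (18 of 20 lower, adjusted p = 0.00353). CON-GFP livers express all genes of both lists, and 1 hepatocyte gene is also in the LXR list. Over the scalings the value nearest to the opposite sign was 0.48 (DESeq2 size factors) and -0.14 (library size alone), and with both trends removed the medians were 0.28 and -0.29. Sample sheet numbers from 55 to 68 gave 0.37 and -0.28. Camera with an estimated correlation gave adjusted p of 0.278 and 0.285, the highest over the alternatives, where the lowest were 8.86e-05 and 0.000412. A lower share of hepatocytes would raise the genes of every other cell type alike, but Dcn, Lrat, Des and Lum, genes of quiescent stellate cells, had log2 fold changes of -0.03, 0.13, 0.23 and -0.42 (median 0.0475). With both trends removed their median was 0.13 against 0.28 for endothelial genes, which narrows this gap. A change in endothelial cells or in hepatocyte expression with the diet may therefore be a hypothesis, found and tested on the same data.

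The red blood cell list had a median of 0.75 in FPC-LIPA against FPC-GFP (4 of 5 higher, adjusted p = 0.0240, camera), all 5 genes being expressed in CON-GFP livers. Without FPC-LIPA 33 it was 0.62 (adjusted p = 0.0819), with the gene length trend removed it was 0.11 (adjusted p = 0.132), and over the alternatives the adjusted p ran from 0.00189 to 0.228. Within the list the genes moved apart. Hbb-bs had a log2 fold change of 3.33 (SE 0.49, adjusted p = 0.00790, edgeR quasi-likelihood test) and Hbb-bt of 2.86, while Hba-a1 had 0.67 (SE 0.27, adjusted p = 0.0832), Hba-a2 0.75 and Alas2 -0.61. Blood carried over would raise alpha-globin and beta-globin genes alike, so the value of Hba-a1 argues against it as the whole cause. With both trends removed Hbb-bs had 2.40 (adjusted p = 0.00502). Hbb-bs was higher in all 6 FPC-LIPA libraries than in any FPC-GFP library, at 386, 569, 218, 1390, 1605 and 2186 CPM in FPC-LIPA 31, 33, 34, 36, 37 and 39 against 78.1 to 155 CPM in FPC-GFP. Reads shared between the beta-globin paralogs were not tested.

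Mitochondrial ribosomal protein genes had a median of 0.60 in FPC-LIPA against FPC-GFP (60 of 77 higher, adjusted p = 1.32e-05, camera; 0.0809 under fry), and CON-GFP livers express 77 of the 78. It was 0.40 with library size alone, 0.32 with both trends removed and 0.49 with sample sheet numbers from 55 to 68. These values argue against scaling and the trends as the whole cause. The mean log2 CPM of the list was 5.09, 4.92, 4.95, 5.82, 5.68 and 5.87 in FPC-LIPA 31, 33, 34, 36, 37 and 39 against 4.76 to 5.04 in FPC-GFP, so the increase was not shared by all FPC-LIPA libraries. An effect of LIPA and a difference in library preparation both stay open and were not tested.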

How the results depend on the processing

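No paired analysis was possible because the groups share no replicate numbers. With scaling by library size alone, 1016 genes were DE in FPC-LIPA against FPC-GFP, 976 of them among the 1671, and 11 Fig. 4F genes were DE in both comparisons. Libraries with sample sheet numbers from 55 to 68 gave 96 DE genes in that comparison (95 of them among the 1671), 14 in both comparisons, 3 of Fig. 4F and 6 of Fig. 4G. Fewer libraries alone do not explain this, since of the 36 fits of this size, each without 1 FPC-GFP and 1 FPC-LIPA library, 18 gave at least 1313 DE genes and 11, with that of the sample sheet numbers included, gave at most 96. Removing the gene length trend left 16 Fig. 4F genes and removing the GC content trend left 22 Fig. 4G genes. With both trends removed, chosen after seeing the data, 888 genes were DE in FPC-LIPA against FPC-GFP and 19 of Fig. 4G. With no fold change minimum there were 3410, 3102 and 976 DE genes in the diet comparison, the LIPA comparison and both, and at an adjusted p under 0.01 there were 686, 53 and 9, with 4 of Fig. 4F and 5 of Fig. 4G. The cause was not tested where none is named.

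Of the list medians, those for fibrosis (1.11) and monocytes and macrophages (1.37) in the diet comparison, and for ribosomal proteins (1.84), oxidative phosphorylation (0.88) and monocytes and macrophages (0.81) in the LIPA comparison, were unchanged but not significant under camera with an estimated correlation, and oxidative phosphorylation (0.88) was not under fry. Monocyte and macrophage members with a mean of at least 10 CPM had a median of 0.94 (adjusted p = 0.0922). Cholesterol synthesis genes in the LIPA comparison became significant with library size alone (-0.36), with no filter (-0.31), with sample sheet numbers from 55 to 68 (-0.18), under fry (-0.25) and with the exact test without a filter (-0.31, chosen after seeing the data). Values that reversed were the mitochondrial ribosomal median in the diet comparison with library size alone (0.0376, below that scaling's median of all genes at 0.21) and Col1a1 in the LIPA comparison with the GC trend (0.0892) or both trends removed (0.26), where Col1a1 was not DE. Dcn in the diet comparison, not DE either, reversed with library size alone (0.16, also below that scaling's median of all genes at 0.21). It reversed as well with the GC trend (0.28) or both trends removed (0.25). Of 1088 values of named genes under alternatives, 999 kept their direction and side of the adjusted p threshold. Of the rest 68 became weaker, 16 stronger and 5 reversed, and 29 of the 68 came from sample sheet numbers 55 to 68. The fits that each left out 1 library were not among these alternatives, and the fold change minimum was not applied.

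Across fits that each left out 1 library, DE genes ranged from 857 to 1148 in the diet comparison, from 856 (without FPC-LIPA 36) to 2612 (without FPC-LIPA 33) in the LIPA comparison, and from 88 (without FPC-LIPA 37) to 196 in both. Other libraries whose removal moved the LIPA comparison past 1.5 times were FPC-GFP 11 (1028), 12 (1049) and 20 (1026) and FPC-LIPA 37 (902) and 39 (950), and for both comparisons FPC-GFP 11 (92) and FPC-LIPA 36 (93). Fig. 4F genes ranged from 13 (without FPC-GFP 11) to 25, with 16, 15, 16 and 14 without FPC-GFP 12, 13, 16 and 20 and 14 without FPC-LIPA 37. Fig. 4G genes ranged from 22 (without FPC-GFP 11 or FPC-LIPA 37) to 40, with 24 without FPC-GFP 13 or FPC-LIPA 36. Monocyte and macrophage genes in the LIPA comparison ranged from 0.66 to 1.02, losing significance without FPC-LIPA 33 (0.93), and cholesterol synthesis genes from -0.35 to -0.18.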

Differences from the paper's values

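The numbers of DE genes in each comparison, in both, in Fig. 4F and in Fig. 4G were within 1.5 times the paper's. Fig. 4G heads its columns so that most of its genes read as lower in FPC-LIPA than in FPC-GFP, while the paper's text describes increases. In the counts, 35 of the 41 tested genes of Fig. 4G went against the drawn direction and 6 (Cldn14, Mmp17, Mmp15, Cyba, Rap1a and Mmp9) went with it, and 36 of 41 were higher in FPC-LIPA. None of the alternatives set before the data were examined moved the number of Fig. 4G genes higher in FPC-LIPA outside 30 to 39.

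Some genes drawn in Fig. 4F as changed in both comparisons were not DE in both. Il1b missed with LIPA (adjusted p = 0.0523, from 0.0162 to 0.227 over the alternatives) and was DE in both with the DESeq2 Wald test, edgeR's exact and likelihood ratio tests, a filter of at least 1 CPM in 6 libraries and without FPC-LIPA 31. Themis missed with the diet (adjusted p = 0.0711) and was DE in both with edgeR's exact and likelihood ratio tests and without CON-GFP 1. Lag3 missed with LIPA (adjusted p = 0.0517) and was DE in both with upper-quartile factors, the DESeq2 Wald test, edgeR's exact and likelihood ratio tests, all 18 libraries in one fit, the GC content trend removed, and without FPC-LIPA 31, 33 or 34. Trim59 and C1rb were DE in both with no filter, and Clec4e and Acod1 with no filter or all 18 libraries in one fit. Lag3 was also DE in both with the gene length and GC content trends removed, and Il1b, Lag3, Trim59, C1rb, Clec4e and Acod1 with edgeR's exact test without a filter, alternatives chosen after seeing the values.

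Of the genes drawn in Fig. 4G, Il1b was DE in FPC-LIPA against FPC-GFP with the DESeq2 Wald test, edgeR's exact and likelihood ratio tests, at least 1 CPM in 6 libraries, all 18 libraries in one fit, and without FPC-GFP 19 or FPC-LIPA 31. Cldn14 (log2 fold change -1.22, adjusted p = 0.0599, from 0.0253 to 0.147 over the alternatives) was DE with the DESeq2 Wald test, edgeR's exact and likelihood ratio tests, all 18 libraries in one fit, and without FPC-LIPA 33 or 34. Itga2 was DE without FPC-GFP 19. Il1b, Cldn14, Txk and Itga2 were DE with edgeR's exact test without a filter, chosen after seeing the values. Ccl8 and Actc1, with 69 and 71 counts over all libraries, were not DE under any setting.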

Other observations

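The gene lists and most alternatives used here were likewise fixed before the data were examined. Apart from the test of matched genes, the tests of explanations were chosen after the result was seen. Of the DE genes in FPC-LIPA against FPC-GFP, 90.2% were higher, against 66.1% in the diet comparison. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of -0.282 with gene length and -0.404 with GC content in the LIPA comparison. With the gene length trend removed 1197 DE genes were higher and 159 lower, with the GC content trend removed 1294 were higher and 71 lower, and with both removed 800 were higher and 88 lower. Without FPC-LIPA 36, the fit with the fewest DE genes, 807 were higher. With every library thinned to the lowest total 1594 genes were DE, and with library size alone 87.8% of the DE genes were higher. These values argue against each trend, 1 library or scaling as the whole cause. The thinned fit was not split into higher and lower genes, so it cannot decide whether total counts cause the imbalance.

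Other splits of the 12 libraries of a comparison rarely gave as many DE genes. In each comparison 1 of 100 splits did, the real one, and the largest number among the other splits was 349 in the diet comparison and 1439 in the LIPA comparison. That split of the LIPA comparison had FPC-GFP 13 exchanged with FPC-LIPA 33. Leaving out 1 FPC-GFP library together with FPC-LIPA 36, 37 or 39 gave from 0 to 151, from 96 to 361 and from 0 to 272 DE genes, and together with FPC-LIPA 31, 33 or 34 from 1313 to 1557, from 2309 to 2592 and from 1708 to 2011. As few as with sample sheet numbers from 55 to 68 (96 DE genes) were found in 11 of these 36 fits, that fit included, while 18 stayed within 1.5 times the number with all libraries or gave more. The number of DE genes thus depended on which FPC-LIPA library was left out, which argues against the smaller number of libraries as the whole cause of the fall.

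On the first principal component (39.1% of the variance) FPC-LIPA 31, 33, 34, 36, 37 and 39 lay at 20.4, -13.8, 6.43, 100.1, 131 and 78.6, and the other 12 libraries between -40.5 and -3.93. The slope of log2 expression on gene length was 0.02, 0.08, 0.14, -0.89, -0.62 and -0.93 per log10 of length in the same order, and the TMM factors were 1.22, 1.16, 1.07, 0.871, 0.758 and 0.852. The paper names a pair of library kits and does not say which library was made with which, so a difference in preparation stays open and was not tested. Mouse Lipa (ENSMUSG00000024781) had a log2 fold change of -0.16 (SE 0.18, adjusted p = 0.513) in FPC-LIPA against FPC-GFP, and reads of the human transgene are not counted. Each FPC-LIPA library had a ribosomal protein share of at least 2.19%, against at most 1.82% in FPC-GFP. In 1107 of 14620 tested genes the groups had no overlap, where chance gives 0.216% of genes. These values argue against an FPC-GFP liver among the libraries labelled FPC-LIPA. Another kind of mislabelling and a difference in the dose of virus cannot be told apart from these counts.

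For the higher ribosomal protein genes in FPC-LIPA, other protein-coding genes matched on length, GC content and expression had a median log2 fold change of 0.49 against 1.84, over 1613 matched genes for 81 of the 82, and 68 ribosomal genes were above the median of their matches. The length and GC content of the genes could thus be part of the cause but not the whole of it. All 71 tested ribosomal protein pseudogenes were higher (51 DE, median 2.03), so reads moved from pseudogenes would not explain it. Red blood cell genes took at most 0.228% of a library's counts, against a ribosomal share of up to 8.29%. The median was 1.56 with library size alone and 1.53 without FPC-LIPA 37, the lowest with 1 library left out. An effect of LIPA on these genes remains a hypothesis beside the untested difference in preparation.

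For the monocyte and macrophage genes in FPC-LIPA, with a median of 0.81, fewer hepatocytes would raise endothelial genes as much, and the highest of these was Lyve1 with a log2 fold change of 0.64 (SE 0.34), where the list median was 0.07 (adjusted p = 0.935). The monocyte and macrophage median was 0.86 with both trends removed and 0.69 with library size alone. An inflow of these cells or a change in their expression with LIPA may be a hypothesis, found and tested on the same data.

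The paper's qPCR, western blot and CyTOF measurements are other experiments, and RNA-Seq values of their genes are given here. The genes of the qPCR had a median of 1.42 with the diet (4 of 4 tested higher, adjusted p = 1.89e-05, camera) and 0.59 with LIPA (2 of 4 higher, adjusted p = 0.580). Adgre1 (ENSMUSG00000004730), which encodes F4/80, had log2 fold changes of 1.56 (SE 0.18, adjusted p = 0.000158, edgeR quasi-likelihood test) with the diet and 1.77 (SE 0.40, adjusted p = 0.0152) with LIPA. Acta2 (ENSMUSG00000035783) had 1.18 (SE 0.55, adjusted p = 0.131) and -0.91 (SE 0.51, adjusted p = 0.187), Il1b had 1.28 with the diet and Col1a1 had -0.19 with LIPA. Tnf had too few counts, with means of 0.0743, 0.330 and 0.399 CPM in CON-GFP, FPC-GFP and FPC-LIPA. Mouse Lipa rose by 0.46 with the diet (SE 0.14, adjusted p = 0.0244).

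Lists of other cell types and functions that did not pass the threshold with camera are given here. Lysosome and autophagy genes, all 25 expressed in CON-GFP livers, had medians of 0.06 with the diet (adjusted p = 0.799) and -0.04 with LIPA (adjusted p = 0.944), with Lamp1 at 0.01 and -0.04 and Lamp2 at -0.59 and 1.29 (adjusted p = 0.0400). Cholangiocyte genes had 0.64 (adjusted p = 0.274) and 0.04 (adjusted p = 0.926), and Y chromosome genes -0.32 (adjusted p = 0.213) and 0.72 (adjusted p = 0.295). Red blood cell genes had -0.34 with the diet (adjusted p = 0.274). Hepatocyte genes had -0.27 with LIPA (14 of 20 lower, adjusted p = 0.106), which was -0.31 (adjusted p = 0.0429) without FPC-GFP 19 and -0.40 without FPC-LIPA 34. It passed the threshold with no filter (-0.31), with the gene length trend removed (-0.42) and, chosen after seeing the data, with both trends removed (-0.33) and with the exact test without a filter (-0.31), with adjusted p from 0.00504 to 0.476 over the alternatives. Mitochondrially encoded genes had -0.16 with LIPA (10 of 13 lower, adjusted p = 0.341). The pancreas list and Xist had too few tested genes, and Xist was at most 0.100 CPM in group means.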
